# Negative feedback buffers effects of regulatory variants

**DOI:** 10.15252/msb.20145844

**Published:** 2015-01-29

**Authors:** Daniel M Bader, Stefan Wilkening, Gen Lin, Manu M Tekkedil, Kim Dietrich, Lars M Steinmetz, Julien Gagneur

**Keywords:** buffering, canalization, cis regulation, feedback, trans regulation

## Abstract

Mechanisms conferring robustness against regulatory variants have been controversial. Previous studies suggested widespread buffering of RNA misexpression on protein levels during translation. We do not find evidence that translational buffering is common. Instead, we find extensive buffering at the level of RNA expression, exerted through negative feedback regulation acting in trans, which reduces the effect of regulatory variants on gene expression. Our approach is based on a novel experimental design in which allelic differential expression in a yeast hybrid strain is compared to allelic differential expression in a pool of its spores. Allelic differential expression in the hybrid is due to cis-regulatory differences only. Instead, in the pool of spores allelic differential expression is not only due to cis-regulatory differences but also due to local trans effects that include negative feedback. We found that buffering through such local trans regulation is widespread, typically compensating for about 15% of cis-regulatory effects on individual genes. Negative feedback is stronger not only for essential genes, indicating its functional relevance, but also for genes with low to middle levels of expression, for which tight regulation matters most. We suggest that negative feedback is one mechanism of Waddington's canalization, facilitating the accumulation of genetic variants that might give selective advantage in different environments.

## Introduction

Regulatory genetic variants play a major role in phenotypic variation and evolution. Most genetic variants are non-coding and they are the major driver of speciation (King & Wilson, 1975). Moreover, non-coding genetic variants represent the majority of genetic associations with common diseases (Gibson, 2009; Manolio, 2010). Hence, given the potential phenotypic impact of regulatory variants, biological mechanisms conferring robustness against their effects are expected.

Recently, two studies have assessed the role of translation in buffering variations in RNA expression (Artieri & Fraser, 2014; McManus *et al*, 2014). In both studies, allelic differential expression(ADE) was compared to allelic differential translation efficiency estimated from allele-specific ribosome occupancies in a cross of the yeast species *S. cerevisiae* and *S. paradoxus*. Allelic differential expression indicates effects of cis variants, i.e. regulatory variants that act on one but not on both alleles of a gene (Cowles *et al*, 2002; Yan *et al*, 2002). Focusing on genes with both a significant ADE and significant allele-specific translation efficiency differences, these studies reported an excess of translation efficiency differences opposing to the allelic differential expression. In contrast, Muzzey *et al* (2014) reported a genomewide trend for reinforcing ADE during translation in the yeast *C. albicans*. As these studies used distinct statistical procedures and species, it is hard to compare them and conclude about the generality of these findings. It is appealing to conceive translation as a check point to counter allelic expression imbalance (Fig1A). However, a general mechanism that could sense mRNA allelic imbalance and regulate translation accordingly is hard to imagine. Instead, the most likely explanation for translational buffering is the selection for compensatory mutations (Artieri & Fraser, 2014; McManus *et al*, 2014). Hence, variation in translation efficiency might contribute to buffering but does not appear as an intrinsic mechanism that yields robustness against newly arisen regulatory variants.

**Figure 1:**
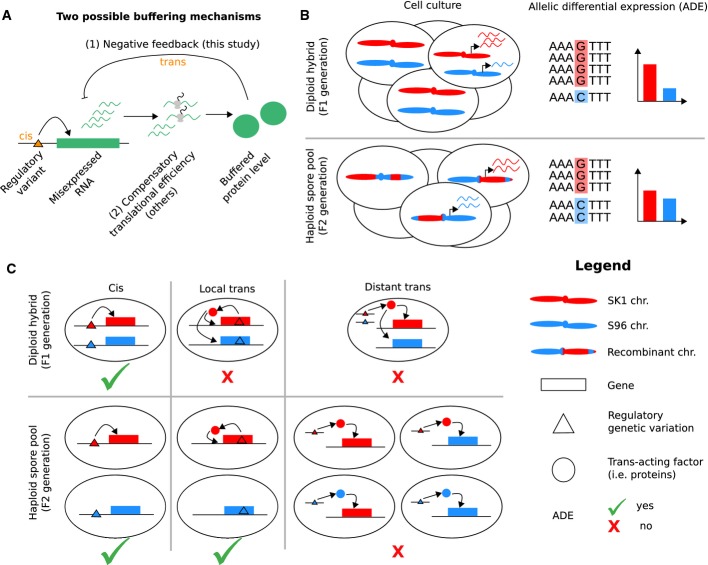
Tested hypothesis and experimental design  Effects of RNA misexpression due to cis-acting regulatory variants (orange triangle) could be buffered through (1) negative feedback of a gene product onto its RNA expression level as investigated here or (2) through compensatory translation efficiency effects as recently proposed (Artieri & Fraser, 2014; McManus *et al*, 2014).  Allelic differential expression (ADE) was estimated from allele-specific read counts in RNA-sequencing (right column) from a cross (F1 generation, top row) of the yeast strains SK1 (red) and S96 (blue) and compared against ADE from its pool of spores (F2 generation, bottom row).  Cis effects yield to ADE in both the hybrid and the pool of spores (left column). In contrast, local trans effects including feedback only yield to ADE in the pool of spores (center column). Distant trans effects do not yield to ADE neither in the hybrid nor in the pool of spores (being averaged out).

Alternatively, Denby *et al* (2012) have proposed that negative feedback controlling the level of RNA expression could be a common mechanism to buffer effects of regulatory variants (Fig 1A). Negative feedback would buffer expression differences by exerting a stronger repression on alleles with higher expression levels and a weaker repression on alleles with lower expression levels. Screening for auto-regulated transcription factors in yeast, Denby *et al* (2012) found *ROX1* to be under strong negative feedback. Mutant experiments showed that this negative feedback confers robustness to the expression of *ROX1* in the face of naturally occurring allelic variants present in a set of divergent yeast strains. This study demonstrated for a single gene that negative feedback could act as a buffering mechanism for regulatory variants. However, data about the extent of feedback mechanisms genomewide and its importance for buffering regulatory variants are still lacking.

Here, we sought to quantify the extent of buffering by feedback against naturally occurring regulatory variants genomewide. To this end, we devised a novel experimental design in which ADE in a hybrid of two yeast strains is compared against ADE in a pool of spores of the same cross (Fig 1B). We distinguish three types of regulatory variants (Rockman & Kruglyak, 2006). First, cis-regulatory variants affect by definition only the allele of the same chromosome and induce ADE in both the hybrid and the pool of spores (Fig1C, left column). Instances of cis-regulatory elements include transcription factor binding sites and regulatory elements in the UTR. Second, local trans mechanisms, which act in trans and are inherited together with the gene they affect, induce ADE in the pool of spores. However, as any trans effect (Cowles *et al*, 2002; Yan *et al*, 2002), local trans mechanisms act in the hybrid unspecifically on both alleles and thus do not induce ADE in the hybrid (Fig 1C, middle column). Local trans regulation can be due to the product of the gene itself (feedback) or to another gene in linkage disequilibrium such as a nearby encoded transcription factor (Ronald *et al*, 2005). Local trans regulation can reduce the ADE in the spores compared to the hybrid, if it counteracts the cis regulation (Fig 1B). Third, distant trans mechanisms, which are encoded on another chromosome or at a distant, unlinked locus of the same chromosome, are inherited independently of their target genes in the spores. Hence, effects of distant trans mechanisms are averaged out across the population of spores and thus do not contribute to ADE (Fig 1C, right column). Altogether, comparison of ADE in the hybrid against the pool of spores thus enables the dissection of local regulation into cis and local trans (including feedback) effects.

We find that buffering through local trans regulation is widespread, typically compensating for 15% of cis-regulatory effects on individual genes. It is stronger for genes with essential function and with low to middle level of expression. In contrast, re-analysis of published ribosome profiling data (Artieri & Fraser, 2014) did not support buffering at the translational level. Altogether, our results indicate that negative feedback plays an important role in buffering regulatory consequences of genetic variants.

## Results

### Dissecting cis- and local trans-regulatory effects

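Allele-specific RNA levels were compared between a diploid hybrid of the laboratory yeast strain S96 and the wild isolate SK1, and a pool of haploid spores of that hybrid. In the hybrid both alleles of a gene lie in one nucleus and meet the same regulators, whereas each spore carries a single allele, so that feedback of a gene on itself acts on that allele alone. RNA was sequenced from 2 hybrid cultures and 2 spore pools, replicates A and B of each. The authors mapped the read pairs to the S96 and SK1 genomes jointly with GSNAP, kept properly paired reads that matched only 1 of the genomes, and counted with htseq-count those that lay entirely inside an annotated transcript, extended at both ends. The deposited values are these counts per transcript, allele and sequencing lane, without normalization, and the 3 lanes of each of the 4 libraries were summed here. On annotated transcripts, 45297678 and 48141742 allele-specific read pairs were counted in hybrids A and B and 52202725 and 52600018 in spore pools A and B. Pairs that fell on no annotated transcript were left out. They were 35.8% and 28.4% of the allele-specific pairs in hybrids A and B and 36.4% and 26.8% in spore pools A and B. Library size factors were computed with edgeR's TMM method on the sum of both alleles and applied to both allele columns of a library, and were 0.886, 0.945, 1.18 and 1.01 for hybrid A, hybrid B, spore pool A and spore pool B. The size factor, the correction for allele frequency in the pools, the minimum count and the statistical tool are the choices that could change the numbers. With 2 replicates in each group, only large effects relative to the replicate spread can be called for single genes.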

The reference lab strain S96 (Mortimer & Johnston, 1986; Cherry *et al*, 2012) was crossed with the wild isolate SK1 (Kane & Roth, 1974; Nishant *et al*, 2010). 

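Spores of a diploid inherit either parental allele of each locus, so that both alleles start at equal frequency in the pool. Departures from equality in genomic DNA can record selection, and mapping bias and counting error add to them. Genomic DNA reads of both hybrids and both spore pools, which the methods take from an earlier study, were deposited as the number of reads of the S288c and of the SK1 allele at each SNP, S288c being the reference strain to which S96 is isogenic. The deposited files do not name the alleles of their 2 read columns. The first was taken as S288c, because the methods give a mapping bias towards S288c and Supplementary Fig S2 plots SK1 frequencies above 0.5 on chromosome III of the pools. The deposited counts sum to 5044730 and 4427895 reads in hybrids A and B and to 9749494 and 266380 reads in spore pools A and B. Allele frequencies were smoothed here along each chromosome with a local binomial likelihood in windows of 28000 bp over SNPs with at least 10 reads, and the mapping bias of the hybrids was subtracted. In spore pool A the smoothed SK1 frequency was within 0.1 of 0.5 for most genes and departed further at 319 of 6966 genes, of which 114 lie among the 166 genes of chromosome III. Its highest value was 93.2% at position 196870 of chromosome III (S288c version R64, to which the authors lifted the SNPs), and the next highest chromosome maximum was 74.0% at position 65058 of chromosome XV. The lowest values were 33.5% at position 735500 of chromosome IV, 34.6% at position 893876 of chromosome XII and 36.2% at position 480970 of chromosome XIV. Along the same chromosomes the smoothed frequency of the hybrids had a standard deviation of 1.29 percentage points over genes, against 5.48 in spore pool A. Within 14000 bp of the peak on chromosome III, 88.0% of 13061 reads carried the SK1 allele in spore pool A (exact 95% binomial interval 87.4 to 88.6%), 80.8% of 807 reads in spore pool B (77.9 to 83.5%), and 49.3% and 48.2% of reads in hybrids A and B. These intervals cover counting error only. The difference between the pools is larger than this error, but each pool is a single DNA library. Leaving out chromosome III lowered the number of genes more than 0.1 from equality to 205.

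**Figure D1:**
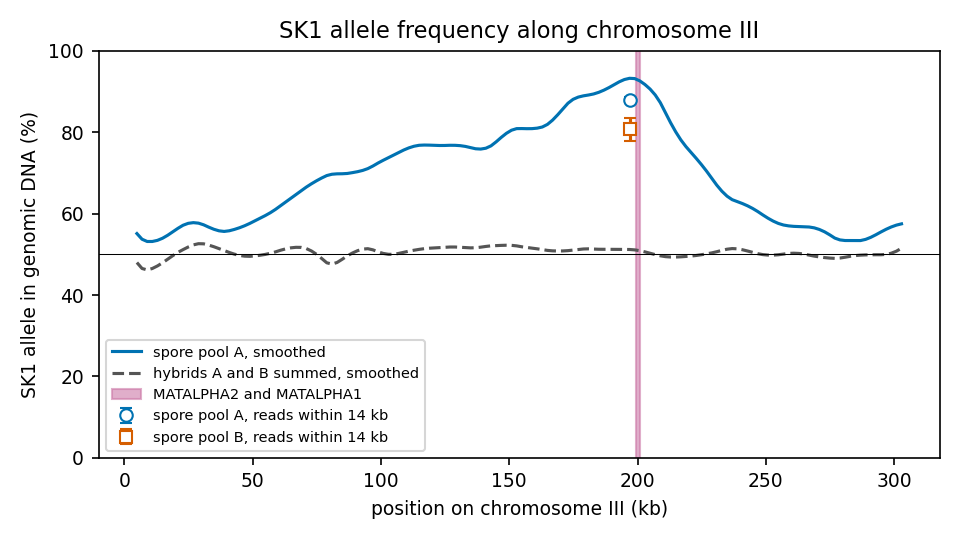
SK1 allele frequency in genomic DNA (percent) against position on chromosome III (kb, S288c R64). Lines are smoothed frequencies of spore pool A and of both hybrids after subtraction of the mapping bias, points are the uncorrected share of reads within 14000 bp of the peak with exact 95% binomial intervals, and the shaded band marks MATALPHA2 and MATALPHA1. Spore pool A rises from 55.1% at the left and 57.5% at the right end of the plotted range to 93.2%, and the hybrids lie between 46.2% and 52.6%.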

Sporulation, germination, and overnight growth of the pool of spores led to the enrichment of alleles due to natural selection as well as technical selection for a single mating type (Ehrenreich *et al*, 2010; Parts *et al*, 2011; Wilkening *et al*, 2014). To control for this bias, allele frequencies were robustly estimated from DNA sequence data of the pools (Materials and Methods). 

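The smoothed frequency of each gene in spore pool A was used for both pools, because Supplementary Table S1 lists equal frequencies for both pools in each of the 732 rows at hand and the DNA library of spore pool B is shallow. Across those rows the frequencies computed here and those of the table had a Pearson correlation of 0.972 and a median absolute difference of 0.907 percentage points. When spore pool B was smoothed on its own reads, its frequencies and those of spore pool A had a Spearman correlation of 0.219 across genes and a median absolute difference of 7.54 percentage points. Over single SNPs with at least 10 reads in both pools the correlation was 0.165. The SD of the S288c share over SNPs was 0.186 in spore pool B, where counting error alone gives 0.104, and 0.0887 in spore pool A, where it gives 0.0432.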

S96 and SK1 are genetically distant strains (0.7% divergence, Nishant *et al* (2010)), allowing investigation of a large set of regulatory polymorphisms and alleles. We identified 7,231 genes of a comprehensive S96 transcriptome annotation (Xu *et al*, 2009) that are common to both backgrounds by reciprocal best alignments with at least an identity of 95% (Materials and Methods). Out of these, the 6,934 (96%) genes that showed expression for both alleles and carried at least one polymorphism were amenable to allele-specific expression profiling by RNA-sequencing (Fig 1B, Materials and Methods).

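The deposited annotation lists 7272 transcripts, of which 5171 are coding transcripts, 925 are cryptic unstable transcripts (CUTs), 847 are stable unannotated transcripts (SUTs) and 329 are of other types. Of these, 7263 have a row for both alleles in the deposited count table. The file with the annotation does not name its genome build. Compared with the coding sequences of S288c R64, 88.4% of the coding transcripts contained their own coding sequence, with 29.7% on chromosome XI and at least 87.6% on each of the other chromosomes. Gene positions are given as the annotation lists them.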

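In the deposited counts, 6966 transcripts had at least 1 read of each allele over the 4 libraries. These transcripts entered the filter on mean expression, and a transcript counted from a single allele was not analysed.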

RNA-sequencing showed high reproducibility between biological replicates, though higher between hybrids than between pools of spores (Supplementary Fig S1, Spearman correlation 0.98 and median coefficient of variation of expression level of 14% in hybrids versus 0.96 and 24% in spores, respectively). 

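Library expression, the sum of both corrected allele counts of a gene, had a Spearman correlation across 6705 genes of 0.984 between hybrids A and B and 0.963 between spore pools A and B. The median coefficient of variation over the 2 replicates was 13.0% in the hybrids and 21.3% in the pools. Each group has 1 pair of replicates, so the difference between hybrids and pools has no test, and genes are not independent replicates. Both orders held when the alleles were taken separately, with a correlation of 0.973 against 0.953 and a coefficient of variation of 16.4% against 24.0%, and at a mean count of at least 100, with 0.980 against 0.950 and 11.4% against 19.6%. The log2 ratio of the SK1 over the S96 allele was far less reproducible than expression, with a Spearman correlation between replicates of 0.326 in the hybrids and 0.352 in the pools.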

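A mean count of at least 10 per allele and library, after correction for library size and allele frequency, left 6705 transcripts, 5059 coding and 1646 non-coding. Each transcript not annotated as coding was taken as non-coding. This class therefore holds the transcripts of other types beside SUTs and CUTs, among them the one that covers RPS8A and YBL071C-B. The 6705 are 96.3% of the transcripts with reads of both alleles. The median count per allele and library was 1059, with 1557 for coding and 191 for non-coding transcripts, so that allelic ratios of non-coding transcripts rest on fewer reads. A stricter minimum of 50 reads left 6260 transcripts.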

Deep sequencing led to 6,691 genes (93%, 5,078 coding and 1,613 non-coding) with more than 10 allele-specific reads on average per sample (median 1,044), for which we considered to have enough data to investigate their allele-specific regulation quantitatively. Cis and local trans effects were estimated using a generalized linear model of allele-specific RNA-sequencing read counts (using the software DESeq2 by Anders & Huber (2010), Materials and Methods). In contrast to standard methods that estimate allelic differential expression from RNA-sequencing data (Bullard *et al*, 2010; Emerson *et al*, 2010; McManus *et al*, 2010), our approach (i) jointly modeled all replicates, avoiding summarizations of per-replicate results that do not take between-replicate variance into account, (ii) modeled over-dispersion of RNA-sequencing read counts, limiting false positive results in comparison with Poisson or binomial models (Anders & Huber, 2010), and (iii) flexibly allowed controlling for covariates with known (genomic allele frequency) or with unknown (replicate, ploidy) effects. 

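The factors of Table 1 were fitted to the counts of the 4 libraries, each as an SK1 and an S96 column, with edgeR's quasi-likelihood method, and the library size factor times the allele frequency of each column entered as an offset. A cis effect is the log2 ratio of the SK1 over the S96 allele in the hybrid, and a local trans effect is the log2 change of that ratio from the hybrid to the pool. The design has 6 columns for 8 allele columns of counts and leaves 2 residual degrees of freedom. DESeq2, with and without its prior on effect sizes, and limma on the log2 ratio of each library were fitted as alternatives. The fit was tested on counts simulated with the means and sizes of the real libraries. In them 200 genes had a known cis change and another 200 a known local trans change. The counts were drawn with edgeR's own trended dispersion, so that no gene departs from that trend. This setting can favour edgeR, so the false calls below do not rank the tools on the real data. The slope of fitted on true effects was 0.939 for cis and 1.00 for local trans effects, and 16 of 163 cis calls and 25 of 150 local trans calls were false. In the same simulated counts DESeq2 without a prior made 57 false calls among 213 cis calls and 73 among 210 local trans calls. With its prior the false calls were 23 of 179 and 64 of 209, and the slopes were only 0.609 for cis and 0.531 for local trans effects. For limma the false calls were 27 of 175 and 23 of 150.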

Lack of correlation of cis effect estimates with genomic allele frequency (Supplementary Fig S2) and L-shaped distribution of *P*-value (Supplementary Fig S3 center) indicated the validity of the method.

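Before correction, the log2 ratio of SK1 over S96 reads rose with the SK1 allele frequency across genes, with a Spearman correlation of 0.252 in spore pool A and 0.262 in spore pool B. After correction the correlations were -0.037 and -0.078. On chromosome III they went from 0.487 to -0.217 in spore pool A and from 0.495 to -0.466 in spore pool B over 155 genes. On chromosome XII, with 541 genes, they went from 0.253 to -0.017 and from 0.338 to 0.067. The estimated cis effects had a correlation of 0.002 with allele frequency and the local trans effects of -0.070. The setting that moved these values most was the use of each pool's own DNA, under which the correlation in spore pool B went from 0.112 to -0.695. Of the p-values of the cis effects, 1320 were under 0.05, against a mean of 246 genes in bins of the same width above 0.5. For local trans effects the numbers were 388 and 325.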

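At a false discovery rate of 0.2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 6705 genes) and a fold above 1.5, 775 genes (11.6%) had a cis effect. The SK1 allele was higher at 304 of them and the S96 allele at 471, and 615 had the same direction in all 4 libraries. Under the same thresholds 11 genes (0.164%) had a local trans effect, of which 7 were also cis genes. The number of cis genes moved most when each pool was corrected with its own smoothed DNA frequencies, which left 76 cis genes and 0 local trans genes, 116 genes having a local trans p-value under 0.05. The number of local trans genes moved most without the correction for allele frequency, to 171, of which 9 were among the 11. DESeq2 without a prior called 989 cis and 56 local trans genes, of which 772 and 10 were among those above. The largest cis effects among genes with at least 100 reads on average and one direction in all libraries follow. MEH1 (YKR007W, chromosome XI 451060 to 451660, plus strand) had a higher SK1 allele with a log2 ratio of 8.31 (standard error 0.76, adjusted p = 1.07e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on the chromosome where annotated transcripts rarely contain their R64 coding sequence. The transcript that covers RPS8A and YBL071C-B (chromosome II 88365 to 89501, minus strand) had a log2 ratio of 7.91 (standard error 0.19) towards SK1. It overlaps SNR56 on the other strand, and RPS8A has the near-identical copy RPS8B, with which the mapping could have shared its reads. YGRWdelta26 (chromosome VII 793315 to 794003), a member of a repeated family of transposon ends, had a log2 ratio of 6.69 (standard error 1.08) towards SK1. Towards S96, ARR2 and ARR3 on chromosome XVI (939039 to 941215 and 939683 to 942347) overlap each other on opposite strands and had 0 SK1 reads in the hybrids against 510 and 261 S96 reads, which is at least 170-fold and at least 87-fold higher from S96. SUT430 (chromosome XVI 928707 to 931115) had 1 SK1 read against 960 S96 reads in the hybrids, a ratio of 960 with an exact 95% binomial interval of 172 to 38000.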

Overall, 984 (15%) genes showed strong and significant cis effects (cis genes, effect > 1.5-fold and FDR < 0.2, Benjamini-Hochberg correction here and in the following) and 54 (1%) genes showed strong and significant local trans effects (effect > 1.5-fold and FDR < 0.2, Supplementary Fig S3, Materials and Methods). 

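Without the fold filter, 1142 genes (17.0%) had a cis effect at a false discovery rate of 0.2 in edgeR's quasi-likelihood test, and at a rate of 0.1 there were 758. The number of genes with a local trans effect rose from 11 to 12 without the fold filter.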

When not filtering by effect size, the prevalence of cis effects in this cross (23%, 1,552) was in line with former reports in yeast (∼33%, 1,400 of 4,140 genes in Tirosh *et al* (2009); 19% cis, 830 of 4,282 genes in Emerson *et al* (2010)), fly (18% cis, 1,359 of 7,631 in Suvorov *et al* (2013)), and mice (31% cis, 3,149 of 10,090 genes in Goncalves *et al* (2012)). Local trans genes were enriched for genes encoding proteins that localize in the extracellular region (Gene Ontology enrichment (Ashburner *et al*, 2009), Fisher's test, FDR = 0.02), in agreement with trans effects acting often due to variations in sensory processes (Tirosh *et al*, 2009). Most of the local trans genes do not encode transcription factors (Materials and Methods) in line with the lack of enrichment of transcription factors among trans-acting regulatory loci (Yvert *et al*, 2003) and thus were missed in the previous transcription factor screen (Denby *et al*, 2012). On the other hand, *ROX1* showed no evidence for local trans regulation in our study, most likely because its feedback works under hypoxic conditions (Denby *et al*, 2012). 

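ROX1 (YPR065W, chromosome XVI 679539 to 681067, plus strand), a repressor of genes of hypoxic growth, was in the high expression tercile with a mean corrected count of 11339 per allele and library. Its log2 ratio of SK1 over S96 was 0.22 ± 0.14 (SD, n = 2) in the hybrids and 0.33 ± 0.14 (SD, n = 2) in the pools. The local trans effect was 0.11 (standard error 0.15, adjusted p = 0.968 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the cis effect was 0.22 (standard error 0.11, adjusted p = 0.264 from the same test). The difference between hybrid and pool was smaller than the spread between replicates.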

The much smaller amount of genes with significant local trans effects in comparison to the amount of genes with significant cis effects does not prove that local trans effects are less prevalent. Instead, this difference is likely a consequence of the limited statistical power for calling local trans effects, which relies on determining a difference between spore ADE and hybrid ADE. In comparison, there is much higher power to detect cis effects which mainly relies on determining hybrid ADE. Nonetheless, genes under documented feedback regulation including *PHO84* (Wykoff *et al*, 2007) and *AMN1* (Wang *et al*, 2003; Yvert *et al*, 2003; Ronald *et al*, 2005) were identified (Supplementary Fig S4 top). This shows that genuine strong local trans effects could be detected. Moreover, 14 out of the 54 genes showed complete buffering of cis effects through local trans regulation, that is they exhibited a strong ADE in the hybrid and essentially equal allelic expression in the pool of spores (hybrid count ratios larger than 1.5 and spore count ratios smaller than 1.5, examples in Supplementary Fig S4 bottom). Together, these findings indicate that buffering through local trans regulation might be frequent.

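The median standard error over 6705 genes was 0.30 for a cis effect and 0.42 for a local trans effect on the log2 scale, a ratio of 1.41. Each error was derived as the absolute effect divided by the square root of its F statistic. The design largely sets the ratio, because a local trans effect is a difference of 2 allelic ratios fitted with a shared dispersion. In counts simulated from the 4 libraries with 50 genes changed by each fold, a cis effect of 2-fold was called at 62% of the changed genes and a local trans effect of that size at 36%. For 3-fold effects the shares were 79.6% and 64%, for 4-fold effects 70% and 78%, and for 6-fold effects 84% and 72%. The calls used the thresholds on false discovery rate and fold applied to the data.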

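PHO84 (YML123C, chromosome XIII 23941 to 25853, minus strand), a phosphate transporter gene, had no called cis effect and a far higher S96 allele in the pools. The corrected counts in the hybrids were 739 ± 142 (SD, n = 2) from SK1 and 599 ± 70 (SD, n = 2) from S96, and in the pools 876 ± 519 (SD, n = 2) from SK1 and 11042 ± 19 (SD, n = 2) from S96. Its local trans effect was -4.08 on the log2 scale (standard error 0.36, adjusted p = 3.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the lowest adjusted p of the local trans genes. CUT281 overlaps it on the other strand. Its log2 ratio was 0.61 and -0.02 in hybrids A and B and -3.15 and -4.44 in pools A and B. AMN1 (YBR158W, chromosome II 556280 to 558336, plus strand), a regulator of exit from mitosis, had a log2 ratio of -0.10 ± 0.12 (SD, n = 2) in the hybrids and -1.23 ± 0.47 (SD, n = 2) in the pools. Its local trans effect of -1.13 (standard error 0.33) had an adjusted p of 0.521 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called, although both pools lay below both hybrids. DESeq2 called it, with an effect of -0.75 and an adjusted p of 0.00103 with its prior and of -1.13 and 0.178 without (Benjamini-Hochberg adjustment). OAZ1 (chromosome XVI 458731 to 459731, plus strand, overlapped by SUT817 on the other strand) had a log2 ratio of 0.25 ± 0.37 (SD, n = 2) in the hybrids and -1.04 ± 0.32 (SD, n = 2) in the pools, a local trans effect of -1.29 (standard error 0.42) with an adjusted p of 0.61 in the edgeR test with Benjamini-Hochberg adjustment. Of the 11 local trans genes, 4 had a hybrid ratio within 1.5-fold and a pool ratio beyond it. Besides PHO84 these were CAN1, BUD23 and RPS14A, named after their values were seen, with pool log2 ratios of -2.32, -0.67 and -1.24. BUD23 and RPS14A lie in the part of chromosome III where the SK1 allele exceeds 80% of the DNA of spore pool A and where the 2 pools differ in frequency, and RPS14A has the near-identical copy RPS14B.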

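A hybrid ratio above 1.5 and a pool ratio below 1.5 was found for 5 of the 11 local trans genes. Total hybrid expression was only 1.74%, 0.296% and 32.3% of pool expression at STE2, MFA2 and AXL1. STE2 and MFA2 are specific to mating type a and AXL1 to haploid cells. Ploidy and mating type differ between hybrids and pools, so their effect cannot be told from buffering at these genes. STE2 (YFL026W, chromosome VI 82073 to 83945, plus strand), the receptor for alpha pheromone, had a log2 ratio of SK1 over S96 of -2.57 ± 0.64 (SD, n = 2) in the hybrids and 0.23 ± 0.08 (SD, n = 2) in the pools, a local trans effect of 2.84 (standard error 0.27, adjusted p = 3.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its corrected count was 47 ± 2 (SD, n = 2) from SK1 and 295 ± 115 (SD, n = 2) from S96 in the hybrids, against 10634 ± 3306 and 8996 ± 2314 (SD, n = 2) in the pools. CUT573 overlaps it on the other strand. AXL1 (YPR122W, chromosome XVI 784379 to 785795, plus strand, overlapped by SUT836 on the other strand), a protease gene that haploid cells express, had a log2 ratio of -2.55 ± 0.38 (SD, n = 2) in the hybrids and 0.17 ± 0.11 (SD, n = 2) in the pools, a local trans effect of 2.72 (standard error 0.47, adjusted p = 0.0307 from the same edgeR test). MFA2 (YNL145W, chromosome XIV 352387 to 352563, plus strand), which encodes a pheromone, had a fitted local trans effect of -7.47 (standard error 1.09, adjusted p = 0.00821 from the same edgeR test), but in the hybrids it had 43 SK1 reads and 0 S96 reads in replicate A and no reads in replicate B, so that the value rests on 1 library. By counting error alone the SK1 allele was at least 14.3-fold higher in hybrid A, a bound that does not cover reads copied from few molecules. BAR1 and STE6, also specific to mating type a and with few hybrid reads, changed allele between the hybrids. Their S96 share was 10% and 24.6% in hybrid A and 98.8% and 100% in hybrid B. The pool log2 ratio of MFA2 was 0.09 ± 0.13 (SD, n = 2). The other 2 of the 5 genes, YGP1 and AGA1 on chromosome XIV, were named after their values were seen. They had hybrid log2 ratios of -1.32 and -1.66 and pool log2 ratios of 0.38 and -0.35. YCR043C (chromosome III 206158 to 206694, minus strand) had a fitted local trans effect of -6.19 (standard error 1.34, adjusted p = 0.186 from the same edgeR test). Its log2 ratio was 5.46 in the hybrids and -0.86 in the pools, beyond 1.5-fold in the opposite direction. It lies where 89.5% of the DNA of spore pool A carries SK1, and the correction multiplies its S96 counts there. YDR333C (chromosome IV 1132977 to 1135457, minus strand, overlapped by IRC3 on the other strand) went from a log2 ratio of -0.77 ± 0.12 to 0.02 ± 0.28 (SD, n = 2 each), a local trans effect of 0.79 (standard error 0.26) with an adjusted p of 0.61, and was not called. AIF1 (YNR074C, chromosome XIV 777520 to 779200, minus strand, overlapped by COS10 on the other strand) went from 2.31 ± 1.26 to 0.20 ± 0.35 (SD, n = 2 each), a local trans effect of -2.08 (standard error 0.55) with an adjusted p of 0.399 in the edgeR test. DESeq2 without a prior called it, with an adjusted p of 0.0882 (Benjamini-Hochberg adjustment).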

### Local trans effects buffer cis effects genomewide

As statistical power on individual genes is limited, we also analyzed local trans regulation genomewide. In this experimental setup, buffering can only be assessed for genes showing a cis effect in the first place. 

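Of the 775 cis genes, 700 (90.3%) had the same direction of allelic imbalance in the pools as in the hybrids, taking the corrected counts summed over both replicates. The imbalance was weaker in the pools than in the hybrids at 616 cis genes (79.5%, exact 95% binomial interval 76.5 to 82.3%), and the median absolute log2 ratio was 1.15 in the hybrids against 0.75 in the pools in the orientation of the hybrids. In counts simulated from the same libraries without any buffering, 74.7% of the cis genes were weaker in the pools, between 72.7 and 77.8% over 4 draws. The simulated cis effects were those of DESeq2 with its prior, whose slope on true effects was only 0.609 in the test above. The simulated share depends on this choice, and no share from effects without a prior is given here.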

For the 984 cis genes, allelic expression imbalances typically agreed in direction, but were weaker for the pool of spores compared to the hybrid (Fig2A, mass of the data subdiagonal). To quantify the amount of buffering of cis effects, we defined the buffering coefficient *C* as one minus the log-ratio of allele-specific expression in the spores versus the hybrid (see Materials and Methods for definition and unbiased estimation). The buffering coefficient has a value of 0 in the absence of buffering (equal ADE in the pool of spore and hybrid), 1 for complete compensation (ADE in the hybrid but no ADE in the pool of spores). The buffering coefficient is greater than 1 in case of over-compensation and is negative if local trans effects enhance cis effects. More than half of the genes with cis effects showed at least partial buffering (60% with *C* above 0). 

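The coefficient of each gene was computed as 1 minus the log ratio of corrected counts in the pools over that in the hybrids, with 1 added to each summed count, and rescaled by a linear calibration on simulated counts so that simulations without buffering centre on 0. Of the 775 cis genes, 401 (51.7%, exact 95% binomial interval 48.2 to 55.3%) had a calibrated C above 0. The share was 79.5% before calibration, the setting that moved it most upwards, and 22.4% of 76 cis genes when each pool was corrected with its own DNA. No calibration line of their own is at hand for these 76 genes, so the 22.4% cannot be compared with the other shares. With DESeq2 and its prior the share was 58.9%.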

Local trans buffering appeared to affect all classes of genes, since no gene ontology category was significantly enriched (Fisher's test, FDR < 0.1). Moreover, no significant association was found between buffering coefficient and gene features that have been associated with gene expression variability (TATA box) or dosage compensation in fly (gene length) (Supplementary Fig S5). 

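Gene length was taken from the annotation. The Spearman correlation of C with length across the 775 cis genes was -0.015 (p = 0.671, two-sided, n = 775 genes). The longest tercile of genes, from 1705 bp, had 257 cis genes and the shortest tercile, up to 945 bp, had 261, and the difference of their median C was 0.013 (two-sided Wilcoxon rank-sum test, n = 257 and n = 261 genes, p = 0.728, Benjamini-Hochberg adjusted p = 0.728 over 6 comparisons of C between groups of cis genes). The direction and the test result depended on the setting. With DESeq2 without a prior the difference was -0.11 (two-sided Wilcoxon rank-sum test, unadjusted p = 0.0325). Without the replicate terms of Table 1 it was -0.0839 (the same test, unadjusted p = 0.00351). With one hybrid replicate as the instrument for the other it was -0.257 (bootstrap 95% interval over genes -0.496 to -0.0136). Promoter annotation was not used here.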

The trend for buffering was robust to the definition of cis genes as it was still detectable across all genes (Supplementary Fig S6A). Hence, genomewide cis effects tend to be partially buffered by local trans-regulatory mechanisms. 

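Over all 6705 genes the first principal component of the log2 ratios in pools and hybrids carried 74.7% of the variance and had a slope of 0.766 (bootstrap 95% interval over genes 0.690 to 0.837). The slope depended on the libraries. It was 0.439 without hybrid A and 1.49 without spore pool B, and ranged from 0.501 to 1.15 over the 4 pairings of a single hybrid with a single pool. In 100 simulated data sets with the local trans effects permuted between genes the median slope was 1.07, with a range of 0.794 to 1.47 and 0 of 100 at or below the observed slope. Data sets simulated without buffering gave slopes from 0.885 to 1.13. Restricting the observed genes to a mean count of at least 100 or of at least 1000 raised the slope to 0.904 and 0.970.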

These local trans mechanisms buffer typically 15% (Fig 2C, median *C* = 0.148; 
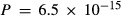
, one-sided Wilcoxon test) of allelic expression log-ratios caused by cis-regulatory variants (Fig 1A).

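The median raw coefficient of the 775 cis genes was 0.306 and the median calibrated C was 0.038 (bootstrap 95% interval over genes -0.033 to 0.106), with quartiles at -0.353 and 0.611. A one-sided Wilcoxon signed-rank test of C above 0 gave p = 5.6e-05 (n = 775 genes, which are not independent replicates). The same test gave p under 0.05 in 44 of 100 simulated data sets in which cis and local trans effects were independent, and in 0 of them a p as low as observed. Across the 4 pairings of a single hybrid with a single pool the median C ranged from 0.027 to 0.127 (SD 0.044), so that its distance from 0 was smaller than the spread between replicates. The value moved most when each pool was corrected with its own DNA, to -0.264 over the 76 cis genes then called. No calibration line of their own is at hand for these genes. The intercept of the line was 0.281 in the main fit and 0.103 over the 342 cis genes called without replicate terms, so the sign of -0.264 cannot be read. The median C was 0.079 with DESeq2 and its prior, 0.030 with DESeq2 without a prior, and 0.049 with limma. With the calibration simulated from effects fitted without a prior, an alternative chosen after the values were seen, it was 0.130. When genes were chosen by one hybrid replicate and their ratio was taken from the other, so that the noise of the choice does not enter the ratio, the coefficient was 0.106 (bootstrap 95% interval 0.021 to 0.188). It is 1 minus a ratio of medians over 2373 and 2502 genes chosen by fold alone, not a median over cis genes. In 20 data sets simulated without buffering this estimate had a mean of 0.0557 and reached 0.142, so that 0.106 lies within their range. The paper concludes that cis effects tend genome-wide to be partially buffered by local trans regulation after detecting the trend across all genes, and takes the median coefficient as the typical amount.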

**Figure 2:**
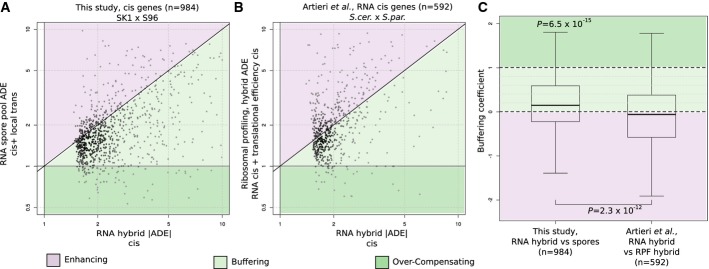
Local trans effects, but not translation, buffer ADE  Scatter plot of allele-specific expression ratios in the pool of spores (*y*-axis) against hybrid (*x*-axis) for the genes with cis effect (984 cis genes). For both axes and on a gene basis, the allele with the lower expression level in the hybrid is taken as reference (denominator). ADE in the hybrid measures cis-regulatory effects (*x*-axis). Three categories of genes are distinguished depending on the resulting ADE in the pool of spores (*y*-axis, due to cis and local trans regulation): compensated (dark green background) with canceled or opposite ADE (over compensation), buffered (light green) with reduced ADE, and enhanced ADE (purple). Most of the genes are buffered.  Analogous to (A) but for the 592 RNA cis genes of the Artieri & Fraser (2014) dataset. Ribosomal profiling ratios (*y*-axis) of a cross between *S. cerevisiae* and *S. paradoxus* are compared against RNA ratios (*x*-axis) of the same hybrid. The mass of the data lies at the diagonal indicating that RNA cis effects in the hybrid are not buffered translationally.  Quartiles (boxes) and 1.5 times the interquartile range (whiskers) of the buffering coefficient for the gene sets from (A), left and (B), right. The buffering coefficients at RNA level are significantly greater than zero (left, median = 0.147, *P* < 6.5 × 10^−15^, one-sided Wilcoxon test), whereas they are not at translational level (right). Both distributions differ significantly (*P* = 2.3 × 10^−12^, two-sided Wilcoxon test).

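In the categories of the scatter plot, 541 of the 775 cis genes (69.8%, exact 95% binomial interval 66.4 to 73.0%) had a reduced imbalance in the pools, 159 (20.5%, 17.7 to 23.5%) an enhanced one, and 75 (9.68%, 7.69 to 12.0%) an opposite one.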

To compare the amount of buffering by local trans mechanisms against buffering by translation efficiency, we re-analyzed one ribosome-profiling dataset (Artieri & Fraser, 2014) following the same statistical procedure as above. Here, the ribosome profiles of the hybrid substitute for the transcription profiles in the pool of spores (Materials and Methods). A total of 592 genes were identified as having cis differences on RNA expression (effect > 1.5-fold and FDR < 0.2). For these genes, allelic differential levels of ribosome-bound RNAs had typically the same extent as allelic differential levels of expression of the RNAs in the hybrid (2Fig B, mass of the data along the diagonal; Fig 2C, median buffering coefficient −0.058, 54% with *C* < 0). This observation was robust with respect to the definition of cis genes, since no support for translation efficiency buffering was detectable across all genes, too (Supplementary Fig S6B). We did not find an enrichment for translation efficiency opposite to ADE either when we focused on genes with both a significant ADE and significant allele-specific translation efficiency differences as the original study did (164, 54%, genes out of 303 genes with FDR < 0.2 for both effects had opposing ADE and translation efficiency, *P* = 0.17 two-sided Binomial test). Both previous publications (Artieri & Fraser, 2014; McManus *et al*, 2014) could have been misled by the fact that translation efficiency estimates were technically anti-correlated with RNA level estimates (Albert *et al*, 2014) and by the fact that the measurement variance was larger than assumed (Supplementary Information).

### Local trans buffering is stronger for essential genes

If local trans regulation confers robustness against regulatory variants, then one would expect it to be stronger at genes important for fitness. We tested this hypothesis by classifying genes into three categories with increasing fitness relevance: 1,613 non-coding genes (24%, ncRNA), 4,004 non-essential protein-coding genes (60%, non-essential), and 1,074 essential protein-coding genes (16%, essential). 

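The classes at hand are coding and non-coding transcripts. Essentiality of genes was not used here. Of the 1646 non-coding transcripts 191 were cis genes (11.6%, exact 95% binomial interval 10.1 to 13.3%), and of the 5059 coding genes 584 (11.5%, 10.7 to 12.5%), an odds ratio of 1.01 (two-sided Fisher's exact test, p = 0.965). The result depended on the setting. With each pool corrected with its own DNA the odds ratio was 0.514 (Fisher's exact test, p = 0.0437). With DESeq2 without a prior, 18.7% of non-coding and 13.5% of coding transcripts were cis genes (odds ratio 1.48, p = 3.5e-07), and the odds ratio was 1.32 (p = 0.00308) with its prior and 1.29 (p = 0.0022) with limma, all from Fisher's exact test. A minimum mean count of 50 gave an odds ratio of 1.22 (the same exact test, p = 0.0341), and SUTs and CUTs alone as non-coding gave 0.841 (exact p = 0.0904).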

The proportion of cis genes in each category was inversely related to fitness relevance (Fig3A), whereby ncRNAs were enriched for cis genes (20%, 
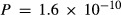
, Fisher's test) and essential genes were depleted for cis genes (11%, 
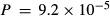
, Fisher's test). This result also held when controlling for expression level and considering the combination of two FDR thresholds (0.1 and 0.2), with and without fold change cutoff (Supplementary Fig S7). The association of cis effects with gene categories is in line with former reports limited to protein-coding genes (Tirosh *et al*, 2009; Emerson *et al*, 2010) and consistent with the idea that selection on regulatory elements is more important for coding than non-coding genes and for essential than non-essential genes. Surprisingly, the buffering coefficient and fitness relevance did not correlate (Fig3B). However, stratifying genes into three equally large groups with low, middle and high average expression levels revealed that highly expressed genes showed lower buffering coefficients compared to the two other groups (Fig3C, median buffering coefficient = −0.036 versus 0.284 and 0.202 with 

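Within the low expression tercile, where non-coding transcripts are most frequent, 7.48% of 1003 non-coding and 9.17% of 1232 coding transcripts were cis genes (odds ratio 0.80, two-sided Fisher's exact test, p = 0.168). In the middle tercile the shares were 17.8% of 426 and 12.6% of 1809 (odds ratio 1.51, exact p = 0.00577), and in the high tercile 18.4% of 217 and 12.1% of 2018 (odds ratio 1.64, p = 0.00996). These are unadjusted p-values of 3 tests. Without the fold filter the direction over all genes was the opposite one, with 12.6% of non-coding and 18.5% of coding transcripts (odds ratio 0.639, exact p = 2.68e-08). Within the low, middle and high terciles the odds ratio without the fold filter was 0.80, 1.22 and 0.956 (exact p = 0.168, 0.159 and 0.81). At a false discovery rate of 0.1 the odds ratio was 0.864 with the fold filter (exact p = 0.172) and 0.662 without it (p = 1.64e-05). At a fold above 2 it was 1.56 (exact p = 1.69e-05).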

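The median C was 0.018 over 584 coding and 0.097 over 191 non-coding cis genes, a difference of -0.080 (one-sided Wilcoxon rank-sum test of coding above non-coding, n = 584 and n = 191 genes, p = 0.63, Benjamini-Hochberg adjusted p = 0.728 over 6 comparisons). The spread within each class was far larger than this difference, with quartiles of -0.336 and 0.587 for coding and -0.388 and 0.655 for non-coding genes. With a calibration made within each class the difference had the opposite sign, 0.0945 (the same test, n = 584 and n = 191 genes, unadjusted p = 0.00746). Of 100 data sets with permuted local trans effects, calibrated in the same way, 14 had a difference as high. The difference was 0.0462 with DESeq2 and its prior and -0.185 with DESeq2 without a prior.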

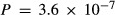
 and 
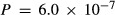
 for low and middle levels, respectively. Wilcoxon test, Materials and Methods, Supplementary Fig S8 top). This result held when considering combinations of FDR and fold change cutoffs as above (Supplementary Fig S9). A plausible explanation for this observation is that buffering is less needed for highly expressed genes because RNAs are produced in excess and thus variation in their expression level has less phenotypic impact. Consistent with this hypothesis, the buffering coefficient was found to be positively associated with fitness relevance when restricted to genes with low and middle levels of expression (Fig 3D, Supplementary Fig S8 bottom). These results provide clear evidence for two regulatory strategies conferring robustness against regulatory variants: excess amount of RNA on the one hand, and buffering through local trans regulation for low to middle levels of expression on the other hand.

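Genes were divided into 3 groups of equal size by mean count per kilobase. The median C was 0.494 over 188 cis genes of low expression (bootstrap 95% interval 0.30 to 0.616), 0.119 over 303 of middle expression (0.049 to 0.214) and -0.178 over 284 of high expression (-0.231 to -0.132). The high group differed from the low group by -0.673 (two-sided Wilcoxon rank-sum test, n = 284 and n = 188 genes, p = 2.5e-12, Benjamini-Hochberg adjusted p = 1.5e-11 over 6 comparisons of groups of cis genes) and from the middle group by -0.297 (p = 5.85e-08, adjusted p = 1.76e-07 from the same test). The raw coefficient depends on the read count as well, and counts simulated without buffering gave a median raw coefficient of 0.616, 0.346 and 0.126 in the low, middle and high groups, against 0.612, 0.360 and 0.161 observed. With a calibration made within each group the median C was 0.053, 0.011 and 0.041, and the high group then differed by -0.012 from the low group (n = 284 and n = 188 genes, unadjusted p = 0.168) and by 0.030 from the middle group (n = 303 genes, unadjusted p = 0.315). With DESeq2 and its prior, high and low differed by -0.003 (n = 220 and n = 178 genes, unadjusted p = 0.669).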

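At a false discovery rate of 0.1 the high group differed from the low group by -0.458 (two-sided Wilcoxon rank-sum test, n = 262 and n = 100 genes, p = 2.99e-07, Benjamini-Hochberg adjusted p = 1.79e-06) and from the middle group by -0.241 (adjusted p = 2.29e-05). Without the fold filter the differences were -0.587 and -0.231 over 1142 cis genes, with adjusted p-values of 1.16e-11 and 1.36e-07 from the same test. Without the fold filter and at a rate of 0.1 they were -0.451 and -0.242. All these values use one calibration for all genes of a selection.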

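Restricted to low and middle expression, the median C was 0.208 over 340 coding and 0.254 over 151 non-coding cis genes, a difference of -0.046 (one-sided Wilcoxon rank-sum test of coding above non-coding, n = 340 and n = 151 genes, p = 0.318, Benjamini-Hochberg adjusted p = 0.477 over 6 comparisons). The order of the classes depended on the calibration, the fit, the correction for allele frequency and on 1 library. Calibrated within each class the difference was 0.127 (n = 340 and n = 151 genes, unadjusted p = 0.0147), with 21 of 100 data sets with permuted local trans effects at or above it, and without spore pool A it was 0.069. At a false discovery rate of 0.1 it was -0.234 (n = 223 and n = 93 genes, unadjusted p = 0.982). With DESeq2 and its prior the difference was 0.0687 (the same test, unadjusted p = 0.219), and with each pool's own DNA 0.241 (unadjusted p = 0.0373 from that test). It was -0.1145 with limma and -0.1257 with DESeq2 without a prior.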

**Figure 3:**
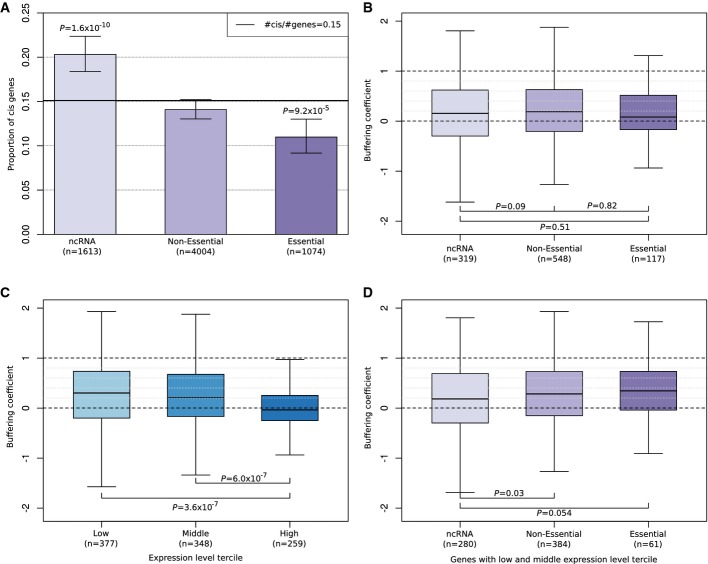
Local trans buffering is stronger for genes important for fitness and with low to middle levels of expression  Proportion of cis genes by gene category. Essential genes show a lower cis gene proportion than genomewide (horizontal line), whereas non-coding RNAs are enriched for cis genes (*P*-value from two-sided Fisher's test, error bars indicate 95% confidence intervals for binomial proportions).  Quartiles (boxes) and 1.5 times the interquartile range of the buffering coefficient for cis genes grouped by gene category. No significant differences detectable. *P*-values are computed with an one-sided Wilcoxon test with the alternative hypothesis that essential genes are more buffered than ncRNA, analogously for non-essential.  Analog to (B) but for cis genes grouped by expression level tercile. Highly expressed genes are less buffered than genes with low and middle expression levels. *P*-values are computed with a two-sided Wilcoxon test.  Same as (B) but for cis genes only at low and middle expression levels. At these levels of expression, buffering positively associates with fitness relevance category.

### Local trans buffering is primarily due to negative feedback

Buffering by local trans regulation can be caused by the gene itself (negative feedback) or by any other gene in linkage disequilibrium with it. Although negative feedback provides a simpler explanation for our data since the buffering is accomplished without the need for compensatory mutations, both mechanisms could be at play. To understand which of these two mechanisms is the major contributor to buffering, we revisited data of a previous study in which protein levels of 730 genes in diploid strains with one gene copy deleted were compared to wild-type levels (Springer *et al*, 2010). In this experiment, compensatory mutations had no time to occur since the deletion was introduced artificially. Consequently, only the effect of feedback was measured. Springer and colleagues’ screen was technically limited to non-essential genes and to genes with high levels of expression (63% in the highly expressed tercile, Fig4A), that is for two gene categories for which we detected lower amounts of buffering than genomewide. Nonetheless, we found evidence for buffering in this dataset (Fig4B; median *C* = 0.055, 
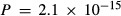
 for Springer *et al* (2010), one-sided Wilcoxon-test). Moreover, buffering in these data was comparable to the amount of local trans buffering we observed for genes with matched properties (Fig 4B, median *C* = 0.058, Materials and Methods and Supplementary Information). Hence, these deletion experiments indicate that negative feedback is the primary mechanism for local trans buffering. A further feature distinguishing negative feedback from compensatory mutation is that negative feedback also confers robustness to environmental variations. Consistently, the buffering coefficient of the cis genes negatively associated with expression response to more than 1,500 environmental perturbations (Tirosh *et al*, 2009) (median buffering coefficient = 0.22 for the low versus 0.07 for the high tercile of environmental response, *P*-value = 0.031, one-sided Wilcoxon test, Fig 4C, Supplementary Fig S10). Altogether, these results indicate that local trans buffering is primarily due to negative feedback rather than due to compensatory mutations.

**Figure 4:**
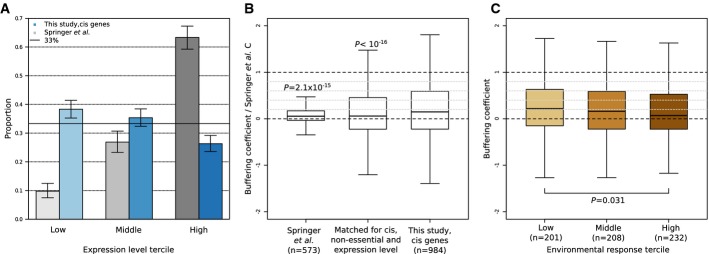
Local trans buffering is primarily due to negative feedback  Proportion of expression levels in Springer *et al* (2010) dataset (gray) and from cis genes in this study (blue). Due to technical limitations, Springer and colleagues’ dataset is enriched for genes with high levels of expression. Error bars indicate 95% confidence intervals for binomial proportions.  Quartiles (boxes) and 1.5 times the interquartile range (whiskers) of Springer and colleagues’ *C* coefficient (left), of the buffering coefficient estimated in this study for cis genes with expression level distribution and gene category matching Springer and colleagues’ dataset (Materials and Methods, center), and of the buffering coefficient estimated in this study for all cis genes (right). Springer and colleagues’ *C* mathematically corresponds to the here defined buffering coefficient under simple assumptions (Supplementary Information). Significant buffering is found in Springer's gene set (*P* = 2.1 × 10^−15^, one-sided Wilcoxon test). The significantly lower amount of buffering (left, median = 0.055) compared to the genomewide amount of buffering reported here (right, median = 0.148) is explained by the bias for non-essential and highly expressed genes in Springer and colleagues’ experimental setup (median = 0.058 for matched gene properties, center).  Quartiles (boxes) and 1.5 times the interquartile range of the buffering coefficient for cis genes (*y*-axis) by tercile of median absolute value of gene expression log2-ratio in response to more than 1,500 environmental changes (Tirosh *et al*, 2009; *x*-axis). Environmental expression data were available for coding genes only (*P*-value one-sided Wilcoxon test).

## Discussion

We found that compensatory local trans-regulatory mechanisms buffer typically 15% of RNA level log-ratios caused by naturally occurring cis-regulatory variants in *S. cerevisiae*. Local trans mechanisms involve the gene itself (feedback) or trans-acting variants in its genetic vicinity. Analysis of expression data of heterozygous deletions indicates that this buffering is primarily due to negative feedback regulation and not due to compensatory mutations. In addition, we did not find evidence for translational buffering to be common when reanalyzing ribosome profiling data of a cross between two yeast species, even though translational buffering occurs for specific instances. The intensity of buffering through local trans regulation was lower for highly expressed genes, suggesting that the sheer amount of transcripts available for these genes confer robustness against cis-regulatory variants. In low to middle range of expression, buffering was increasing across the three categories, non-coding, non-essential coding, and essential coding genes, correlating with presumed functional importance.

We dissected local regulation into its cis and trans components using a novel experimental design in which ADE in a yeast hybrid strain was compared against ADE in a pool of its spores. In contrast, former dissection of local regulation was performed in two steps (Ronald *et al*, 2005). First, polymorphisms in the vicinity of genes that significantly associated with their expression across a population of spores were identified (eQTL mapping). Second, the estimated effect of these local eQTLs was compared to allelic differential expression in a hybrid strain. The advantage of our experimental design is first economic, because the spores are pooled whereas eQTL mapping requires typically dozens of individual spores to be transcription profiled. Second, our design suffers less from confounders such as batch effects that can give false associations in eQTL mapping. Third, ADE in the hybrid is more comparable to ADE in the pool of spores than to eQTL effects because in the former case the same experimental protocol and the same analysis are applied. One should note that amplification and sequencing biases could favor one allele thereby leading to overestimated ADE. However, the same bias applies similarly to the pool and to the hybrid and thus does not affect our observation that ADE is lower in the pool than in the hybrid. Our experimental design could be applied to study other levels of gene regulation where local trans mechanisms, and in particular regulatory feedback, could play a significant role, including synthesis and decay of RNA, translation, and protein levels (Khan *et al*, 2012).

Our findings have implications for the understanding of dosage compensation, that is the buffering of expression level in case of gene copy number variation. Unlike for sex chromosomes, the prevalence and the mechanisms for dosage compensation on autosomes are poorly understood. Buffering in the 10–20% range was reported for a set of seven autosomal single copy deletions in fruit fly (Lundberg *et al*, 2012). In contrast, Springer *et al* (2010) reported a general lack of dosage compensation in yeast. Our study shows that these observations are more in agreement with each other than they seem to be. We found that buffering against cis-acting regulatory variants in yeast is typically of 15% genomewide, and that Springer and colleagues’ heterozygous deletion screen was biased for genes with little buffering (about 5%). Hence, the extent of buffering appears to be conserved from yeast to fly. Moreover, we found that buffering is primarily due to negative feedback which confers robustness against single nucleotide polymorphisms and short indels as well, as supported by the fact that we assessed genes with more than 95% identity between the two parental strains. Together, these results suggest that dosage compensation of autosomal genes in higher eukaryotes might be explained to a large extent by negative feedback, that is by a mechanism that generally buffers regulatory variants rather than by a copy number surveillance pathway.

In 1942, Waddington hypothesized the existence of buffering mechanisms against genetic variants that would explain the remarkable stability of developmental processes among individuals (Waddington, 1942; Flatt, 2005). It is still unclear to date, which buffering mechanisms act across the stages of phenotypic expression, from DNA to RNA, protein and cellular phenotypes, and what their respective contribution is. Robustness against coding variations can be explained by redundancy, such as diploidy, copy number variation, and functional duplication (Hartwell *et al*, 1999; Hartman *et al*, 2001). Our data show that already at the level of RNA expression, buffering is widespread. We could estimate its effect and identified negative feedback as the predominant mechanism. Protein abundance of orthologous genes has been shown to be more conserved than mRNA abundance across all domains of life ranging from bacteria to fungi and primates (Schrimpf *et al*, 2009; Laurent *et al*, 2010; Khan *et al*, 2013). Thus, further mechanisms buffering regulatory variants downstream of RNA expression remain to be identified (Dahan *et al*, 2011; Vogel, 2013). One possibility is that negative feedback is also common for controlling protein levels.

Buffering plays an important role in evolution because it confers robustness to mutations on the one hand and allows the accumulation of cryptic genetic variants in the population that might give selective advantage under new environmental conditions on the other hand. In this context, a capacitor is a switch capable of releasing previously cryptic heritable variation (Masel & Siegal, 2009). Since feedback loops themselves can be impaired, through mutations as in the case of *ROX1* or environmental changes, we suggest that negative feedback loops could function as capacitors.

## Materials and Methods

### Data availability

All raw sequencing files for DNA and RNA samples, processed DNA coverage as well as raw read counts per transcript and sample are available at gene expression omnibus (GEO id: GSE61553). Supplementary Table S1 contains raw expression counts for filtered genes, normalized counts, results of the statistical analysis and further annotation used to produce the figures. Supplementary Table S2 contains the raw read counts per transcript and sample shared by Carlo Artieri and Hunter Fraser (personal communication). Supplementary Table S3 contains raw expression counts for filtered genes, normalized counts, results of the statistical analysis of the ribosomal data based on Supplementary Table S2 (Artieri & Fraser, 2014).

### Yeast strains

In this study we used the hybrid strains and the pools of spores used for bulk segregant analysis from a recent QTL study by Wilkening *et al* (2014). Strains were grown in YPD medium (1% yeast extract, 2% peptone and 2% glucose).

### DNA sequencing

DNA sequencing data from Wilkening *et al* (2014) were used to estimate allele frequencies for our hybrid and spore samples. Note that DNA fragmentation was done with a Bandelin and a Covaris sonicator, except for spore pool B, where only a Covaris fragmentation was applied, which led to reduced coverage.

### Transcriptome profiling

Total RNA was isolated by a standard hot phenol method followed by DNase treatment using Turbo DNA-free kit (Ambion). Strand-specific total RNA-Seq libraries were prepared as described in Wilkening *et al* (2013) which is a modified protocol of Parkhomchuk *et al* (2009). Briefly, 10 μg of total RNA was fragmented by incubating the samples at 

C for 5 min in the presence of RNA fragmentation buffer (40 mM Tris-acetate, pH 8.1, 100 mM KOAc and 30 mM MgOAc). The fragmented RNA was purified using 1.5× Ampure XP Beads (Beckman Coulter Genomics). Eluted RNA was reverse transcribed with 3 μl oligo dT18 with a VN anchor (1 μM, Invitrogen), 3 μl random hexamers (30 ng/μl, Invitrogen) and 2 μl   10 mM dNTPs. The samples were incubated at 

C for 5 min and transferred to ice. Of 8 μl 5× First strand buffer (Invitrogen), 4 μl DTT 0.1 M, 0.5 μl actinomycin D (1.25 mg/ml) and 0.5 μl RNasin plus RNase inhibitor (Promega) were added to each sample and the samples were then incubated at 

C for 2 min. Following this, 0.5 μl Superscript III reverse transcriptase (200 U/μl, Invitrogen) was added. The retrotranscription was carried out at 

C for 10 min, and at 

C for 50 min, and inactivated at 

C for 15 min. After cleanup, the 2^nd^ strand cDNA synthesis was done with dUTPs instead of dTTPs. For ligation, 1 μl of forked paired end multiplexed adaptors (40 μM) was used. The dUTPs of the second strand were hydrolyzed by incubating the samples at 

C for 30 min with 5 units of UDG in UDG reaction buffer (NEB). The samples were purified using 1× Ampure XP beads. After 10 cycles of PCR amplification and cleanup, samples were submitted to the EMBL core facility for 100-bp paired end sequencing on a HiSeq 2000 (Illumina).

We produced 186, 148, 204, and 188 million read pairs of good quality (R bioconductor package ShortRead, quality score of more than 30) for hybrid A, hybrid B, spore A, and spore B, respectively.

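Of the allele-specific read pairs counted on transcripts, lane 8 gave 62.4 and 63.1% in hybrids A and B and 69.2 and 63.5% in spore pools A and B, and lanes 6 and 7 shared the rest about equally. All values given here rest on the allele-specific pairs counted on transcripts, which are a part of the read pairs the paper lists.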

### Genotyping and allele frequencies

S96 is isogenic to S288c besides the mating type, and therefore, we could use the reference genome of the *S. cerevisiae* database (Cherry *et al*, 2012). We used the allele frequencies computed earlier by (Cherry *et al*, 2012). The coverage of the spore pool B DNA sample was lower than for the other three samples (see DNA sequencing section); hence, we have allele frequencies for about 60,000 and 10,000 SNPs, respectively. 

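The deposited files list 64270 and 64267 SNPs for hybrids A and B, 64272 for spore pool A and 10355 for spore pool B. The median number of reads per listed SNP was 61 and 65 in the hybrids, 154 in spore pool A and 11 in spore pool B, and 5642 of the SNPs of spore pool B had at least 10 reads. No SNP with fewer than 5 reads is listed.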

To adjust the SNP coordinates, we lifted them from S288c version R63 to R64. We smoothed the allele frequencies over a window of 28,000 bp (∼10 centimorgan) using local binomial likelihood estimation (R CRAN package locfit). 

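The median share of the S288c allele over SNPs was 0.520 in hybrid A, 0.518 in hybrid B, 0.519 in spore pool A and 0.522 in spore pool B. The mean excess over 0.5 in the hybrids, 1.89 percentage points, was subtracted from the smoothed frequencies.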

We observed a mapping bias toward the S288c genome (median S288c allele frequency 0.52), most likely due to the better annotated reference genome. This artificial bias was used to correct the spore frequency estimations. Those mapping-bias-corrected spore allele frequencies were used to correct the read counts for the statistical model. 

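The SK1 allele had 49.97% and 49.91% of the allele-specific RNA reads counted in hybrids A and B, and 49.90% and 50.18% in spore pools A and B. Over genes with at least 20 reads the median SK1 share in the hybrids was 49.5% and 49.4%.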

A similar mapping issue was not observed for the hybrid RNA counts.

### Gene annotation

To include also recent non-coding RNAs we used the gene annotation of Xu *et al* (2009) for gene coordinates in the S96 strain (isogenic to S288c). The SK1 gene annotation was generated via bidirectional best hits: Using the coordinates from Xu and colleagues, we extracted the S96 gene sequences from the S288c genome version R64 of the Saccharomyces Genome Database (Cherry *et al*, 2012). These sequences were searched in the SK1 genome using BLAST (Altschul *et al*, 1990) with default parameters. The best hit of this first search became query of the second search in the S96 genome. If this second search resulted in the query of the first, we considered the gene pair as ortholog candidates. Every pair with an alignment identity of more than 95% was considered orthologous. This includes also longer indels and does not restrict our analysis to single nucleotide variants.

Additionally, expression levels for each gene are defined as the average read counts divided by the mean gene length over both strains. These levels were sorted and categorized into three equally sized groups: *Low*, *Middle* and *High* using *cut2* (R package Hmisc). Transcription factor annotation was taken from MacIsaac *et al* (2006).

### Mapping and read counts

RNA-seq reads were mapped to the genomes of S96 and SK1 jointly. GSNAP (Wu & Nacu, 2010) was used allowing for four mismatches with novel splice site detection enabled, apart from that we used default parameters. We classified mapped read pairs into three categories: common, only SK1, and only S96. Common reads matched equally well to both genomes and therefore are not apt to measure ADE. Only the strain-specific and proper-paired alignments can led to ADE and were filtered by their SAM flags (i.e. 83/163 and 99/147) for our statistical model. Additionally, if one read had one proper pair and one mate aligned to the same chromosome on the other allele, it was considered as specific, too. All other reads were discarded together with the common reads.

The filtered alignments were processed with *htseq-count* (Anders *et al*, 2014) using *intersection-strict* as overlap mode to generate read counts per gene. *Strict* means that a read or read pair has to align completely inside the annotated gene region to be counted. As gene annotation we used our expressed orthologs with start and end extended by 50 bp to increase sensitivity.

### Statistical modeling

The raw counts of reads (integer values) per annotated gene are prone to systematic biases that need to be corrected. During the growth of the spores artificial (one mating type) and natural selection takes place (Ehrenreich *et al*, 2010; Parts *et al*, 2011). To deal with this bias, we used the genomic allele frequencies of the spores for correction (Supplementary Fig S2, see genotyping and allele frequencies section). Additionally, we corrected for length differences between the strains genewise as well as the standard sample size factors by DESeq2 (Anders & Huber, 2010). Furthermore, we modeled additional confounding factors for diploid cells, and the biological replicate of each hybrid and spore pool (design matrix, Table1). Hence, allele-specific read counts 

 were modeled according to the following generalized linear model: 
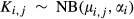
1

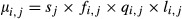
2

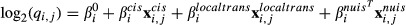
3where NB is the negative binomial distribution, 

 is a gene-specific dispersion parameter; 

 is the size factor of sample *j*; 

 is the allele frequency of gene *i* in sample *j*; 

 is the length of the allele for gene *i* in sample *j*. The value of 

 is 0.5 in the hybrid sample and is robustly estimated from genomic DNA sequencing in the pool. 

 is 1 for allele K and 0 otherwise. 

 is 1 in the pool for allele K and 0 otherwise. 

 represents all nuisance parameters to control for: *diploid*, *hybrid B*, *pool B* (Table1). The model was implemented with the R/Bioconductor package DESeq2 (Anders & Huber, 2010), which provides robust estimation of the size factors and of the dispersion parameters.

**Table 1:** DESeq design matrix. A cell denotes whether we can observe an effect of the modeled factor (column) in the specified sample (row). Samples split by strain and biological replicate

Sample/Factor	Cis	Local trans	Diploid	Hybrid B	Spore B
Hybrid A only SK1	1	1	1	0	0
Hybrid A only S96	0	1	1	0	0
Hybrid B only SK1	1	1	1	1	0
Hybrid B only S96	0	1	1	1	0
Spore A only SK1	1	1	0	0	0
Spore A only S96	0	0	0	0	0
Spore B only SK1	1	1	0	0	1
Spore B only S96	0	0	0	0	1

After the correction and fitting process we removed genes from further analysis that had less than ten reads average count over all samples, in order to increase our detection power at the same type I error (Supplementary Fig S3 top row; Anders & Huber, 2010; Bourgon *et al*, 2010). This minimal expression filtering resulted in 6,691 genes. Accordingly, we corrected the *P*-values for multiple testing using false discovery rate (Benjamini & Hochberg, 1995). Supplementary Table S1 provides normalized counts together with fitted coefficients and further gene annotation.

### Analysis of ribosome profiling data

We re-analyzed read count data kindly provided by Carlo Artieri and Hunter Fraser (personal communication, Supplementary Table S2), adopting our model to the hybrid data from RNA-seq and ribosomal profiling. The ribosome-bound fraction was assumed to be the product of the expression level and the binding affinity to RNA, a proxy for translation efficiency (Ingolia *et al*, 2009). Accordingly, allele-specific read counts 

 were modeled according to the following generalized linear model: 
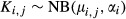
4

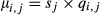
5

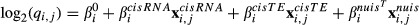
6where NB is the negative binomial distribution, 

 is a gene-specific dispersion parameter; 

 is the size factor of sample *j*; 

 is 1 for the *S. paradoxus* allele and 0 otherwise. 

 is 1 in the ribosome-bound fraction for the *S. paradoxus* allele and 0 otherwise. 

 represents nuisance parameters that were controlled for: baseline translation efficiency and overall replicate effect (Table2). The model was implemented with the R/Bioconductor package DESeq2 (Anders & Huber, 2010). Supplementary Table S3 provides normalized counts together with fitted coefficients and further gene annotation.

**Table 2:** DESeq design matrix for ribosome profiling data. Value of covariates by sample for the Equation 4

Sample	RNA cis	TE cis	RNA bias	Hybrid rep2
Hybrid RNA 1 SCER	1	0	1	0
Hybrid RNA 2 SCER	1	0	1	1
Hybrid RNA 1 SPAR	0	0	1	0
Hybrid RNA 2 SPAR	0	0	1	1
Hybrid RIBO 1 SCER	1	1	0	0
Hybrid RIBO 2 SCER	1	1	0	1
Hybrid RIBO 1 SPAR	0	0	0	0
Hybrid RIBO 2 SPAR	0	0	0	1

### Buffering coefficient

#### Definition

To quantitatively estimate how much cis effects are buffered by local trans effects, we defined the buffering coefficient *C* as: 
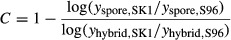
7where *y* denotes the RNA expression level.

In order to estimate buffering at the transcriptional level, we also defined buffering coefficient when comparing ribosome profiling data (RP) and RNA levels in the *S. par*. × *S. cer*. cross. 
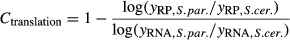
8where 

 denotes the RNA expression level, and 

 the ribosome occupancy.

Note that both for the local trans regulation case and for the translation efficiency case, *C* is ill-defined for hybrid RNA ratios close to zero. This is equivalent to say that buffering can only be assessed if there is a cis effect in the first place. We therefore restricted the analysis of buffering for genes with significant and sufficiently large cis effects.

#### Calibration

We defined as raw buffering coefficient the quantity: 
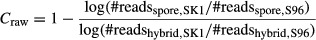
9

 is a biased estimator of the buffering coefficient *C* defined by Equation 7. We empirically derived an unbiased estimator of *C* by inferring the relationship between 

 and *C* from simulations for all values of *C* in [0.0.5] with a 0.005 spacing. For each simulated value of *C*, read counts for every gene *i* were simulated by random draws according to Equations 1,2,3, keeping all the parameters fixed to their estimated values on the primary dataset, except for substituting 

 with 

. On these simulated genomewide read counts, the exact same analysis as for the primary dataset was performed (i.e., including filter for minimum read counts, DESeq2 normalization and fits, and filter for large and significant cis effects) and the median 

 across cis genes was computed. To obtain an unbiased estimator of translational buffering for the ribosome dataset, the same procedure was applied substituting 

 with 

. For both datasets, we observed a linear relationship between the simulated true *C* and the median 

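Counts were simulated here at 6 values of C from 0 to 0.5 with 4 draws each, with the cis effects and dispersions of the DESeq2 fit with prior as the truth, and passed through the same filter, fit and thresholds as the data. The median raw coefficient of the cis genes called in them rose linearly with the simulated C, with an intercept of 0.281, a slope of 0.669 and a Pearson correlation of 0.991. The line differed between expression terciles. The intercept and slope were 0.591 and 0.396 at low, 0.353 and 0.583 at middle and 0.126 and 0.872 at high expression. With DESeq2 in place of edgeR the intercept was 0.058 with a prior and 0.350 without. With effects fitted without a prior as the truth, an alternative chosen after the values were seen, the edgeR fit had an intercept of 0.2 and a slope of 0.818. Values simulated without buffering therefore depend on the effects taken as the truth.

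**Figure D2:**
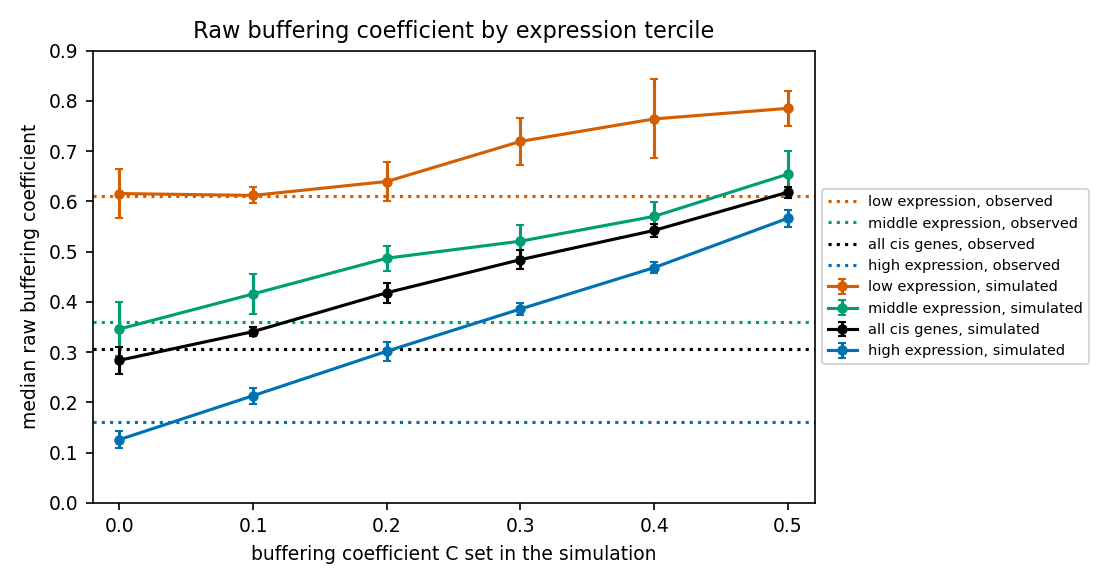
Median raw buffering coefficient of the cis genes against the C set in the simulation, for all cis genes and by expression tercile (points, mean of 4 draws; bars, SD). Dotted lines give the median observed in the data, 0.612 at low, 0.360 at middle, 0.161 at high expression and 0.306 over all cis genes, each near the left end of its own simulated line.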

 (Supplementary Fig S12A and B, Pearson correlation  > 0.99) and used the linear regression fit as calibration function. This linear transformation of 

 was then used for all further analysis as buffering coefficient *C*.

#### Significance

To assess the significance of the median buffering coefficient, data were simulated under the null hypothesis of independence between cis effects and local trans effects in a semi-parametric fashion. A total of *B* = 1,000 bootstrap genomewide datasets were generated by permuting the estimated local trans effects 

 between genes while keeping all remaining parameters fixed to their estimated values on the primary dataset and drawing counts according to Equations 1,2,3. On these simulated genomewide read counts, the exact same analysis as for the primary dataset was performed (i.e., including filter for minimum read counts, DESeq2 normalization and fits, and filter for large and significant cis effects) and the median buffering coefficient across cis genes was computed.

One-sided *P*-value was then estimated by (Davison & Hinkley, 1997): 
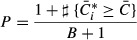
where 

 is the median buffering coefficient in the observed dataset and 
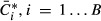
 are the bootstrap values of the median buffering coefficient (Supplementary Fig S12C). The same procedure was applied to the ribosome dataset whereby the estimated translation efficiency estimates 

 were permuted across genes (Supplementary Fig S12D).

#### Comparison with Springer's C

Comparison with Springer *et al* (2010) data was done for the same growth medium as the one used in this study (rich growth medium YPD). Distribution of our buffering coefficient under matching distribution of gene category and expression levels (Fig 4A, central box) was obtained by (i) restricting to non-essential genes and (ii) randomly samplinzg 1,000 times with replacement the same number of genes in each tercile of expression as in Springer and colleagues’ database.

# Supplementary material for: Negative feedback buffers effects of regulatory variants
**Source:** Mol Syst Biol. 2015 Jan 29;11(1):785. doi: 10.15252/msb.20145844
**Supplement:** Supplementary file 1

# Supplementary information:

## Negative feedback buffers effects of regulatory variants

Daniel M. Bader<sup>1</sup>, Stefan Wilkening<sup>2</sup>, Gen Lin<sup>2</sup>, Manu Tekkedil<sup>2</sup>, Kim Dietrich<sup>1</sup>  
Lars M. Steinmetz<sup>2,3,4</sup> and Julien Gagneur<sup>1,\*</sup>

January 8, 2015

Subject categories: System Genetics, Bioinformatics, Gene Expression, Gene Regulation

Keywords: Feedback, Cis regulation, Trans regulation, Canalization, Buffering

Standfirst text and highlights: Local trans regulation, mainly due to negative feedback, buffers effects of cis-regulatory variants by about 15%. This buffering is stronger for essential genes and genes with low to middle expression levels, for which tight regulation matters most.

- Novel experimental design using expression of a diploid hybrid and its haploid spores allows systematic dissection of cis and local trans regulation
- Local trans effects buffer effects of cis-regulatory variants in yeast by typically 15%
- Local trans buffering is primarily due to negative feedback
- Negative feedback as robustness strategy for genes with low to medium expression level

# Supplementary text

## Improvements on the original analyses of ribosomal profiling data

We improved the assessment of translational buffering compared to the original studies (Artieri and Fraser, 2014; McManus *et al*, 2014) in the following three aspects:

1. **Modeling the biological variance.** In the two original studies, tests for allelic differential expression were performed for each biological replicate separately. One of these tests is a binomial test (McManus *et al*, 2010) and the other one is a more conservative test controlling for differences in mappability and nucleotide content (Bullard *et al*, 2010). To call significant effects over the two biological replicates, the largest  $P$ -value of the two samples had to be smaller than a threshold and allelic expression imbalance had to agree in direction. Hence, both of these approaches assess the within-sample significance but do not assess the significance of allelic expression ratios compared to the variability of expression levels between biological replicates. We found that allelic expression ratios for genes called significant according to these procedures often had low fold-changes in comparison to the median biological standard deviation (20.2% less than 1.96 times the median standard deviation at a nominal  $P$ -value of 0.05 for Artieri and Fraser (2014), Supplementary Fig S11), indicating that the extent of many reported effects did not significantly replicate between biological replicates. As comparison, assuming known variance, Gaussian distribution, and same sample size ( $n = 2$ ), a nominal  $P$ -value of 0.05 is reached for differences of about 1.96 or more standard deviations. With our test, which models both the so-called shot noise (Poisson noise dominating low counts) and the biological noise (dominating the high counts), only 3.1% of the called genes at a nominal  $P$ -value of 0.05 show less than 1.96 times the median standard deviation (Supplementary Fig S11). Consequently,  $P$ -values were underestimated with the original statistical tests leading to an abundant fraction of rejected null hypotheses. The same issue affected the significance assessment of translation efficiencies.
2. **Independent estimates.** Both studies estimated translational efficiencies as the ratio of RNA levels in the ribosome-bound fraction divided by the RNA expression level. Hence, estimates for translational efficiencies and for expression levels were not independent. Specifically, noise in RNA expression level measurements induce anticorrelation between translation efficiency estimates and expression level estimates. A scatterplot of allelic log-ratios of translation efficiencies versus allelic log-ratios of RNA levels gave the misleading impression that the two quantities are biologically anticorrelated (Fig 3B in McManus *et al* (2014) and Fig 2A in Artieri and Fraser (2014)). In contrast, scatterplot of the untransformed data does not indicate a trend for translational buffering (mass of the data above diagonal, Fig S6B). Because the original statistical tests did not assess the between-replicate variability, most of the effects that were called significant for allelic differences in expression and in translation efficiency were likely due to random variations. Estimated allelic ratio of expression and translation efficiencies of these genes therefore tended to suffer from the anticorrelation and thus to spuriously show opposite effects. Re-analysing the data of Artieri and Fraser (2014) with our test and with filtering criteria matching those of the original analysis (FDR=0.05 and no cut-off on fold change), we found much fewer instances (99) significant for both translation efficiency and cis effects. Among these 99 genes, only 55 (56%) show opposing effects which is not statistically significant ( $P = 0.31$ , two-sided binomial test).
3. **Considering noise in explanatory variable.** In one of the two original studies, genome-wide trend for compensation at the translational level was estimated by a regression of allelic ratios in the ribosome-bound fraction over the allelic expression ratios (Artieri and Fraser, 2014). An important assumption of linear regression is that there is no noise in the explanatory variable. This was not the case here because the RNA levels are noisy estimates. Linear regression in case of noise in the explanatory variable is known to underestimate the slope (regression to the mean effect), which had led to underestimation of the trend. Compare Fig 2B in (Artieri2014) with supplementary figure S6, here we are instead using principal component analysis.

The two latter points were also noticed by Albert *et al* (2014).

## Buffering coefficient $C$

Here we define a measure to quantify the amount of buffering on gene expression. We show that under some assumptions our measure is the same than the compensation metric  $C$  of Springer *et al* (2010).

We write a gene expression level  $y$  as :

$$y = \alpha^{1-C} \beta^C \quad (1)$$

where  $C$  is the coefficient of compensation,  $\alpha$  is the expression level that the gene would reach in the absence of compensation (i.e. if  $C = 0$ ),  $\beta$  is the expression level that would be reached under full compensation ( $C = 1$ ).

### Estimation of $C$ in this study

We assume the unlogged expression level of an allele to be the product of cis and trans effects:  $y = \text{cis} \times \text{trans}$ . Moreover, we assume the cis effect to be independent of the compensation  $C$ . Thus the allele expression ratio in the hybrid is independent of  $C$  and is the same as in absence of compensation:

$$\frac{y_B^{\text{HYBRID}}}{y_A^{\text{HYBRID}}} = \frac{\text{cis}_B}{\text{cis}_A} = \frac{\alpha_B}{\alpha_A}$$

In the spores carrying allele A or allele B, respectively, the level of expressions are:

$$\begin{aligned} y_A^{\text{SPORE}} &= \alpha_A^{1-C} \beta^C \\ y_B^{\text{SPORE}} &= \alpha_B^{1-C} \beta^C \end{aligned}$$

Hence the allelic expression ratio in the pool of spores is:

$$\frac{y_B^{\text{SPORE}}}{y_A^{\text{SPORE}}} = \left( \frac{\alpha_B}{\alpha_A} \right)^{1-C} = \left( \frac{y_B^{\text{HYBRID}}}{y_A^{\text{HYBRID}}} \right)^{1-C}$$

We therefore use as working definition of the coefficient of compensation  $C$  in this study:

$$C = 1 - \frac{\log_2(y_B^{\text{SPORE}}/y_A^{\text{SPORE}})}{\log_2(y_B^{\text{HYBRID}}/y_A^{\text{HYBRID}})}$$

### Equivalence with Springer's $C$

Springer and colleagues (Springer *et al*, 2010) assess buffering of a protein's expression using diploid strains in which one of the two alleles is marked by GFP. In the so-called wild type strain, the unmarked allele is kept intact whereas in the heterozygote strain the unmarked allele is deleted. Springer's compensation metric is defined as the  $\log_2$ -ratio of the GFP expression in the heterozygote over the wild type strain.

We index with  $A$  the unmarked allele's constants and with  $B$  the GFP-tagged allele's constants. In this experiment, the expression levels of the two alleles are assumed to be the same in absence of compensation (i.e.  $\alpha_A = \alpha_B := \alpha/2$ ) and in presence of compensation ( $y_A = y_B$ ). The feedback acts on the overall expression level  $y := y_A + y_B = 2y_B$ .

According to Equation 1, we expect the GFP expression level  $y_B^{\text{WT}}$  to be:

$$y_B^{\text{WT}} = \frac{1}{2}y = \frac{1}{2}\alpha^{1-C}\beta^C$$

The GFP expression level in the heterozygote strain, for which  $y_A = 0$ , is:

$$y_B^{\text{HET}} = y = (\alpha/2)^{1-C}\beta^C$$

Hence we get:

$$\log_2 \left( \frac{y_B^{\text{HET}}}{y_B^{\text{WT}}} \right) = \log_2 \left( \frac{(1/2)^{1-C}}{1/2} \right) = C$$

### Software

GSNAP 2013-06-27  
Samtools 0.1.19  
Python 2.7.4  
HTSeq 0.5.4p5  
R sessionInfo():

R version 3.0.2 (2013-09-25)  
Platform: x86\_64-apple-darwin10.8.0 (64-bit)

locale:  
[1] C

attached base packages:  
[1] splines grid parallel stats graphics grDevices utils  
[8] datasets methods base

other attached packages:  
[1] mgsa\_1.10.0 LSD\_2.5 ellipse\_0.3-8  
[4] schoolmath\_0.4 colorRamps\_2.3 RColorBrewer\_1.0-5  
[7] MASS\_7.3-29 Hmisc\_3.13-0 Formula\_1.1-1  
[10] survival\_2.37-4 cluster\_1.14.4 gtools\_3.2.0  
[13] gplots\_2.12.1 geneplotter\_1.40.0 annotate\_1.40.0  
[16] AnnotationDbi\_1.24.0 lattice\_0.20-23 Biobase\_2.22.0  
[19] genomeIntervals\_1.18.0 intervals\_0.14.0 epitools\_0.5-7  
[22] doMC\_1.3.2 iterators\_1.0.6 foreach\_1.4.1  
[25] DESeq2\_1.2.8 RcppArmadillo\_0.4.000 Rcpp\_0.10.6  
[28] GenomicRanges\_1.14.4 XVector\_0.2.0 IRanges\_1.20.6  
[31] BiocGenerics\_0.8.0 data.table\_1.9.2 rj\_1.1.3-1

loaded via a namespace (and not attached):  
[1] DBI\_0.2-7 KernSmooth\_2.23-10 RSQLite\_0.11.4 XML\_3.95-0.2  
[5] bitops\_1.0-6 caTools\_1.16 codetools\_0.2-8 gdata\_2.13.2  
[9] genefilter\_1.44.0 locfit\_1.5-9.1 plyr\_1.8 reshape2\_1.2.2  
[13] rj.gd\_1.1.3-1 stats4\_3.0.2 stringr\_0.6.2 tools\_3.0.2  
[17] xtable\_1.7-1

## Acronyms

**ADE** allelic differential expression

**eQTL** expression Quantitative Trait Loci

## Supplementary figures

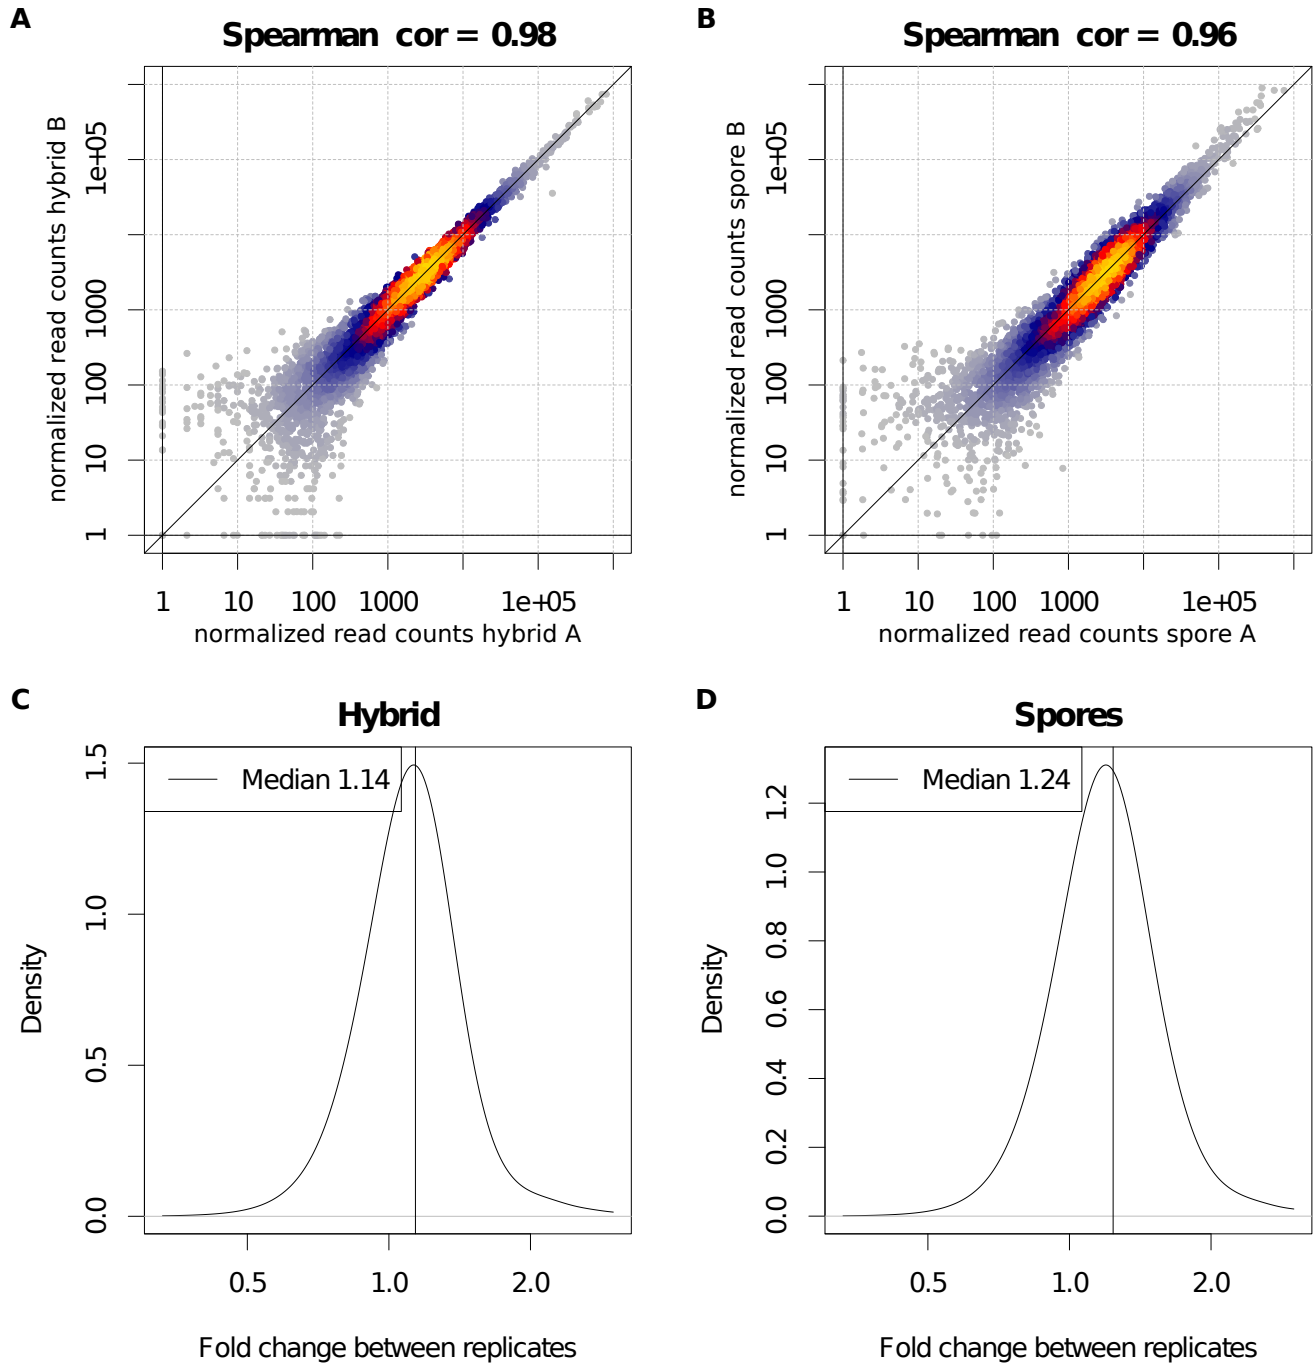

Figure S1: **Biological replicate variation.** (A-B) Scatter plot of gene-level allelic read counts corrected for sequencing depth and genomic allele frequency (Methods) for hybrids (A) and pools of spores (B). (C-D) Distribution of the gene-level fold change between the biological replicates for hybrids (C) and pools of spores (D).

## Spore pool A

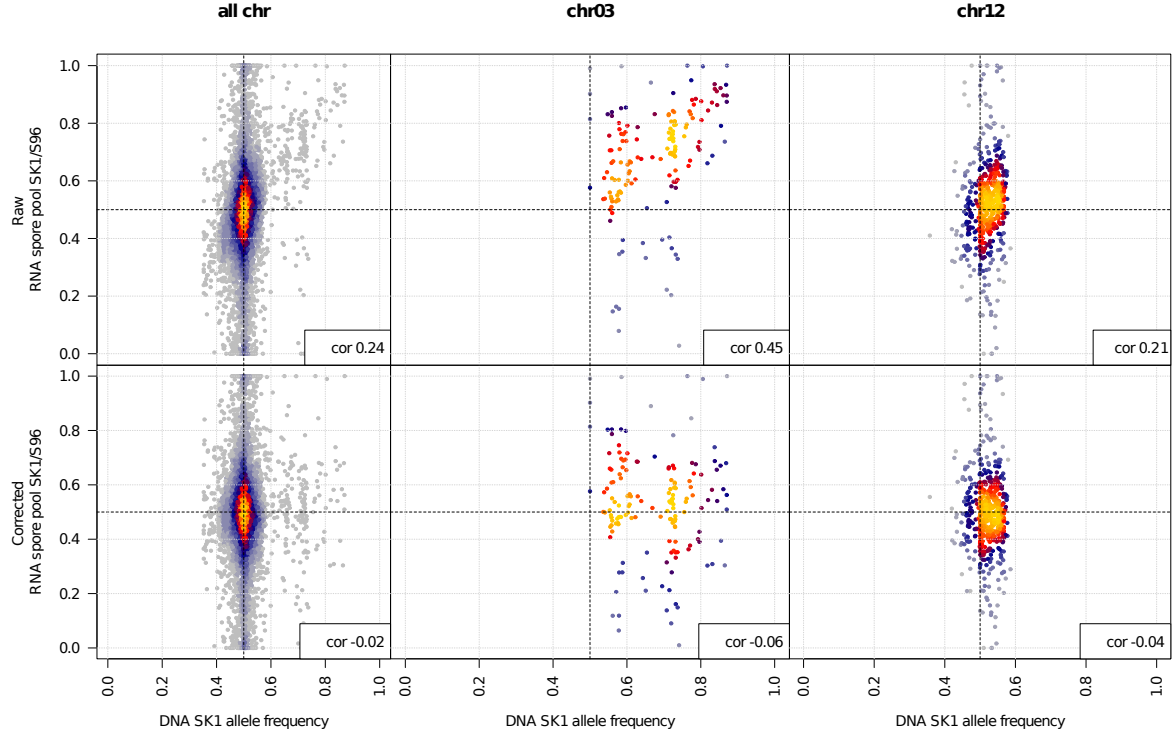

## Spore pool B

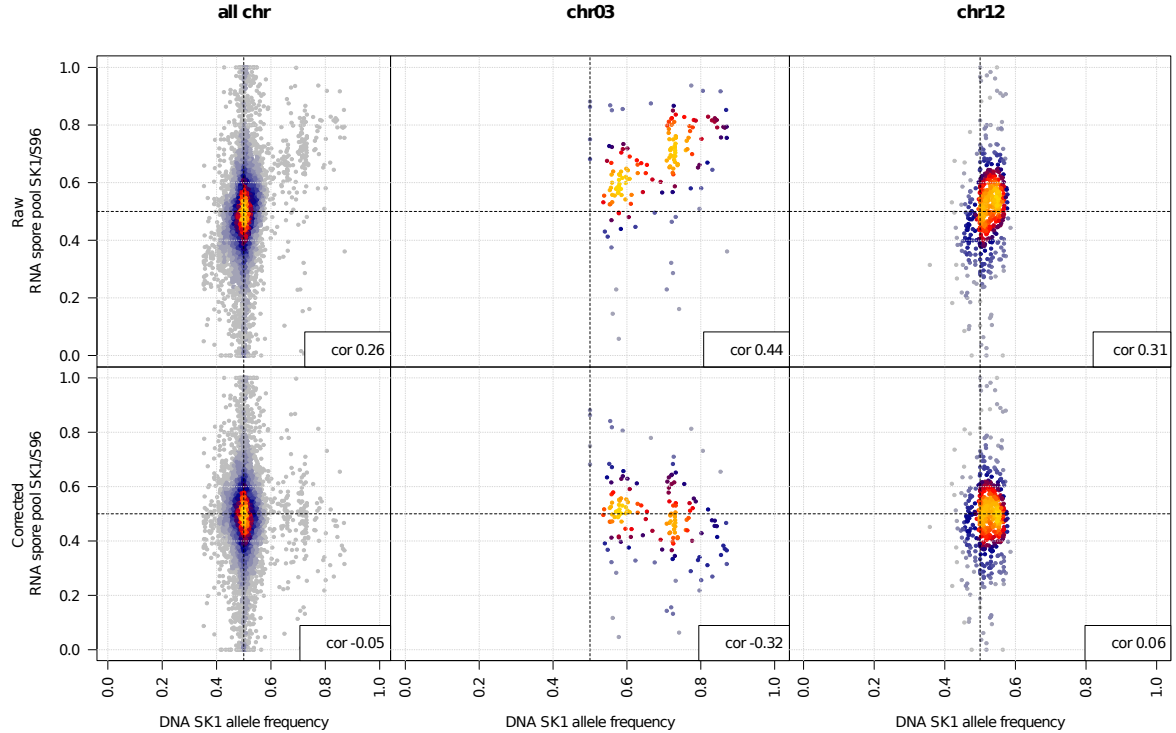

Figure S2: **Correction for genomic allele frequency.** For the spore pool A (top) and for the spore pool B (bottom): RNA count ratios (y-axis, top row) and RNA count ratios corrected for genomic allele frequency (y-axis, bottom row, Methods) versus genomic allele frequency (x-axis) and respective Spearman correlation (lower right corner). Artificial selection (MAT Locus on chromosome III) and natural selection (presumably for *HAP1* on chromosome XII) leading to genomic allele frequency imbalance in the pool of spores.

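The MAT locus, which sets the mating type, lies at the peak of the SK1 frequency. MATALPHA2 (chromosome III 199546 to 200178, S288c R64) had a smoothed SK1 frequency of 93.0% in spore pool A and 82.1% in spore pool B, and MATALPHA1 (200442 to 200969) 92.7% and 82.8%, against 50.9% at MATALPHA1 in the hybrids. At HAP1 (YLR256W, chromosome XII 646415 to 650923), an activator gene of respiration, the SK1 frequency was 52.4% in spore pool A, 54.7% in spore pool B and 50.3% in the hybrids, the pool values resting on 17166 and 837 reads within the window. The largest departures on chromosome XII were 57.7% at position 435876 and 34.6% at position 893876, and 13 of its genes were more than 0.1 from 0.5.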

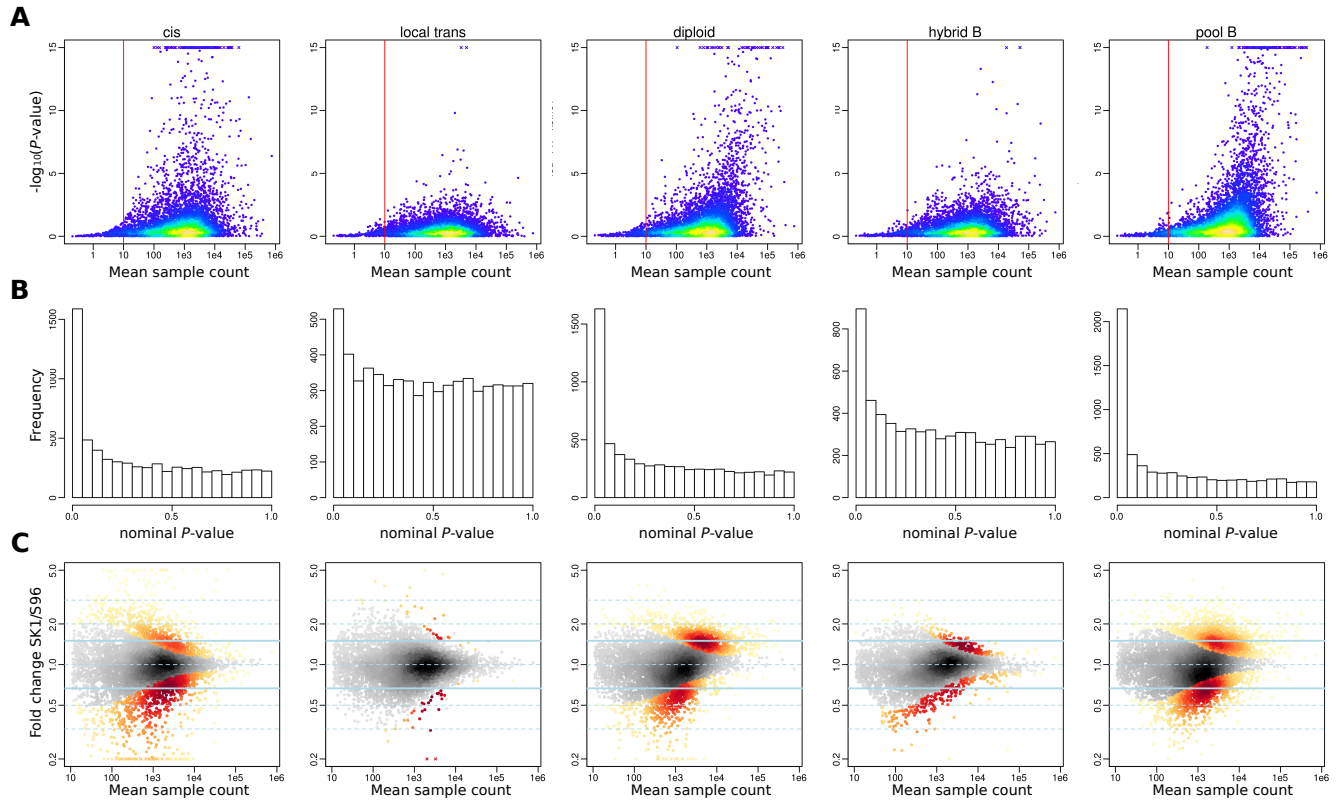

**Figure S3: DESeq2 statistics.** (A) Effect of minimum read coverage filter. No small  $P$ -values (y-axis) at a mean sample count (x-axis) smaller than ten (red vertical line) are reported due to poor statistical power. These genes are filtered out for further analysis. Outlier with  $P < 10^{-15}$  are indicated with a cross. (B) Histograms of nominal  $P$ -values. All effects show the expected L-shaped (and not a J-shaped nor U-shaped) distribution of  $P$ -values indicating that  $P$ -values are not overestimated. (C) Scatter plot of fold change (y-axis) versus mean sample count (x-axis). Genes with an FDR  $< 0.2$  are highlighted (red to yellow). Highlighted genes with a fold change greater than 1.5 (solid light blue line) were considered significant for the corresponding effect (Methods).

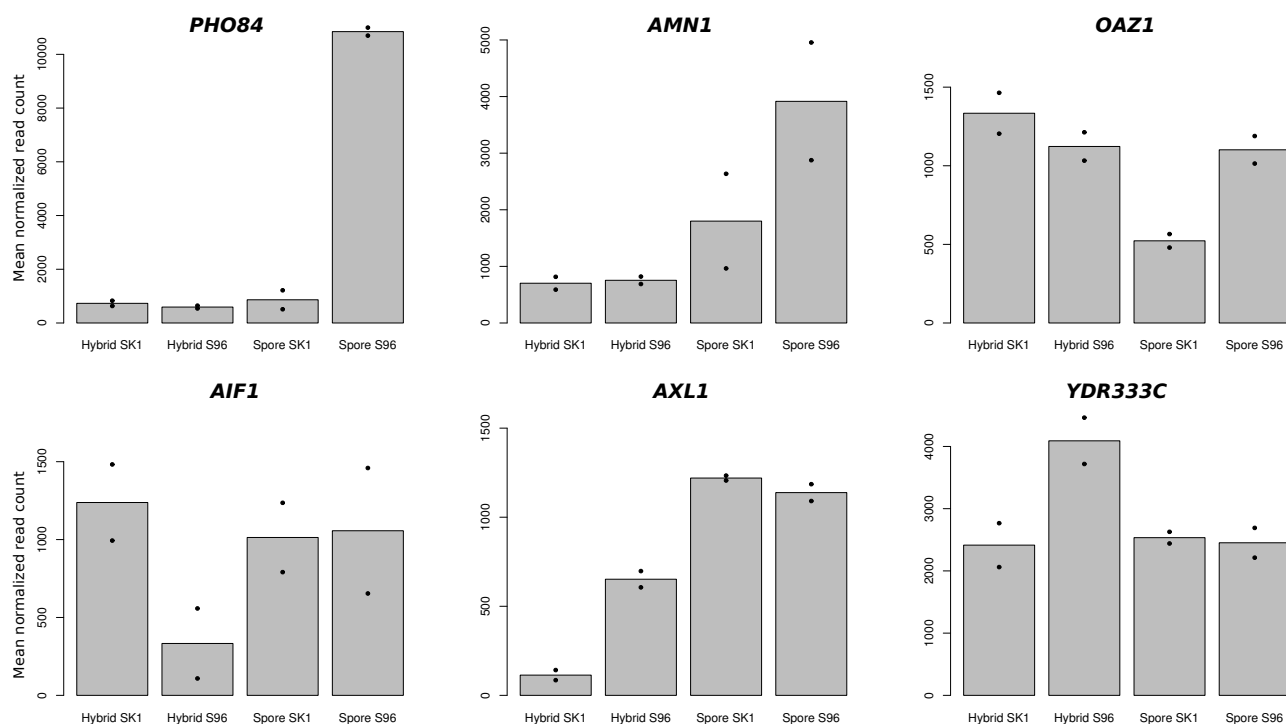

Figure S4: **Read counts corrected for sequencing depth and genomic allele frequency for six local trans genes.** Top row shows three genes with at least 1.5 fold difference between the count ratio (SK1/S96) of the spores, but not for the hybrid. *PHO84* is a reported case of positive feedback (Wykoff *et al*, 2007; Gagneur *et al*, 2009), which leads to ADE in the pool of spores but not in the hybrid. *AMN1* is known to regulate itself through a negative feedback loop and to carry a coding mutation in the reference lab strain that impairs this feedback (Ronald *et al*, 2005). In the case of a mutation affecting the negative feedback loop itself, negative feedback is exerted only in the half of the spore population that inherited the functional feedback. Thus allelic differential expression is specific or at least stronger in the pool of spores than in the hybrid. Consistently, *AMN1* showed only allelic differential expression in the spores. Bottom row shows three genes with at least 1.5 fold difference between the count ratio of the hybrid strains, but not for the spores. Individual replicate measures are indicated by black dots.

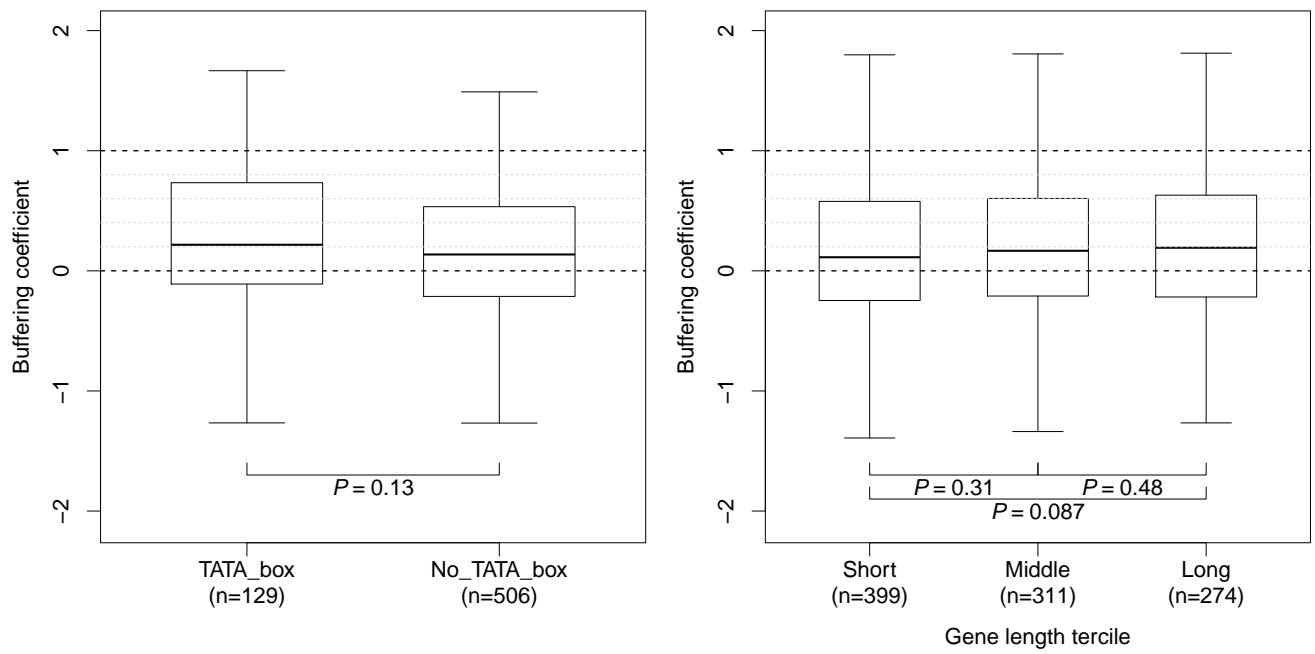

Figure S5: **Buffering compared to gene features.** No correlation between buffering coefficient and TATA box presence as well as gene length (Lundberg *et al*, 2012) defined as mean of SK1 and S96 length among cis genes.  $P$ -values were computed using a two-sided Wilcoxon test.

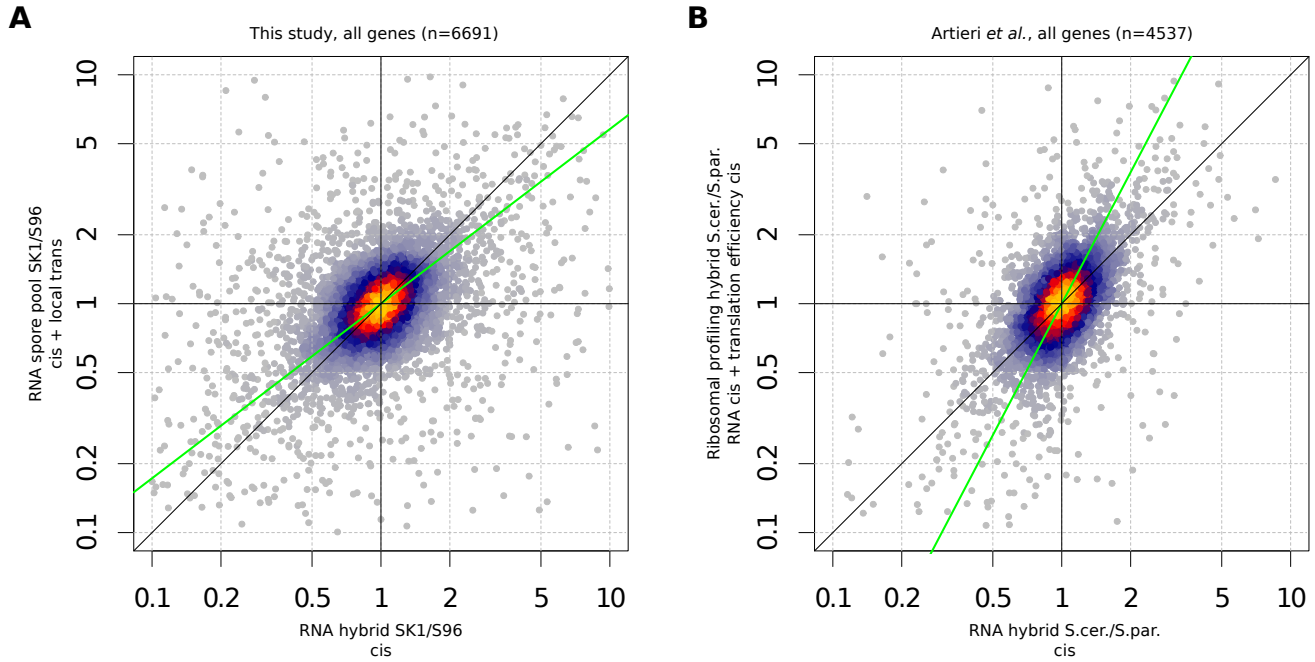

**Figure S6: Analysis of buffering trend across all genes** (A) Scatterplot of allelic ratio corrected for sequencing depth and genomic allele frequency in pool of spores (y-axis) against the hybrid (x-axis) for all genes. We used principal component analysis to estimate buffering across all genes because the buffering coefficient is ill-defined for non-cis genes (Methods). The trendline (green) is the direction of the first principal component. Its slope (0.75) is lower than 1 indicating genome-wide trend for buffering of cis effects by local trans effects. Note that this analysis is conservative since larger replicate variance for the pool of spores (y-axis) than for the hybrid (x-axis) leads to overestimation of the first principal component slope. (B) Scatterplot of allelic ratio in ribosome profiling data (y-axis) against allelic ratio in ribosome profiling data (x-axis) in the *S. cerevisiae* x *S. paradoxus* hybrid for all genes (data from Artieri and Fraser (2014)). The first principal component is above diagonal (slope=1.90, green line), thus does not provide evidence for buffering genome-wide at the translational level. Here, the slope overestimation of the principal component analysis might confound this result. Moreover, because variance between biological replicates is larger across RNAseq for pools of spores than for ribosomal profiling across hybrids, a buffering effect as large as the one seen in the spores would have been detected, if it were present at the translational level.

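The SD over 6705 genes of the difference in log2 allelic ratio between replicates was 1.59 in the hybrids and 1.40 in the pools, and the median absolute deviation was nearly equal, 0.62 and 0.61. Each group has 1 pair of replicates, so the difference has no test. Total expression varied more between the pools. The SD of the ratio itself, summed over replicates, was 1.17 in the hybrids and 1.02 in the pools.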

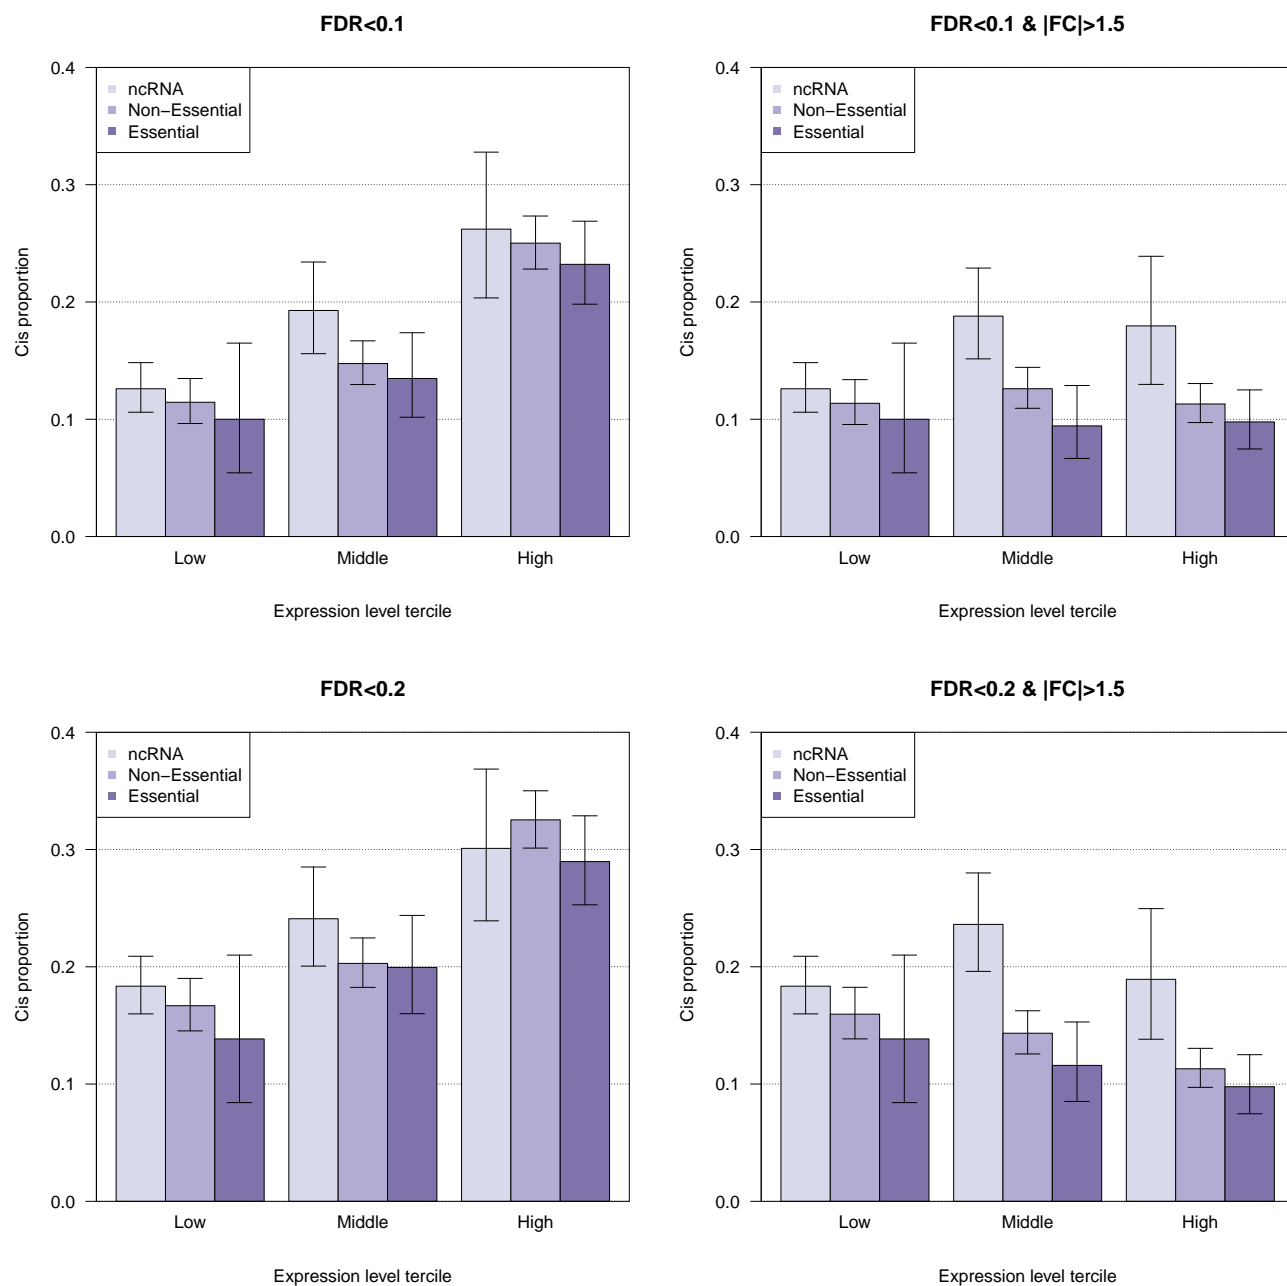

Figure S7: **Correlation between cis detection and expression.** Analog to Fig 3A: proportion of cis genes for gene categories (purple shadings) and expression level terciles (grouped bars). The applied thresholds for false discovery rate (FDR) and absolute fold change (|FC|) are indicated for each plot (title).

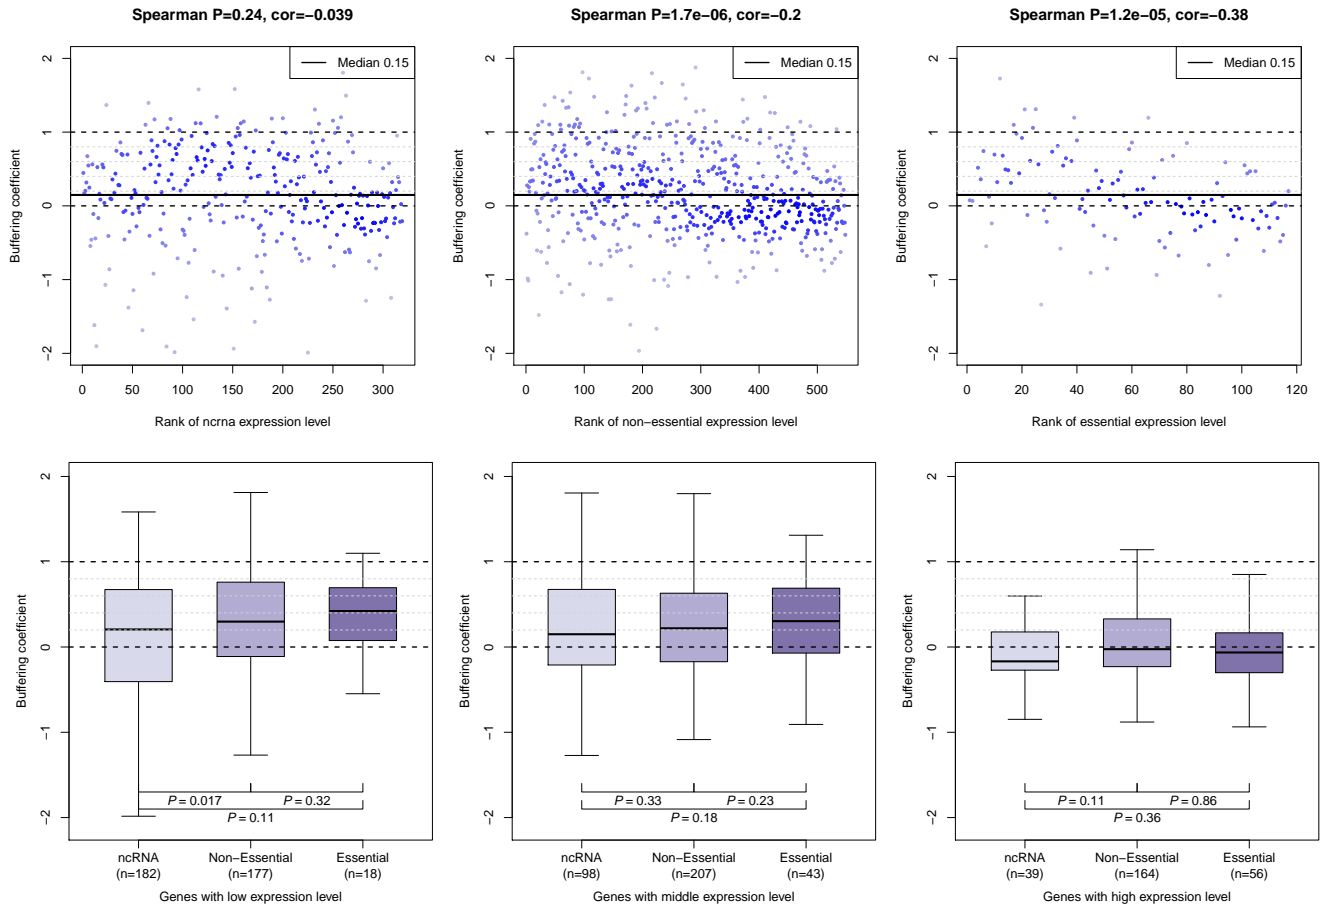

Figure S8: **Detailed figure 3C and 3D.** Buffering coefficient compared against the ranks of expression level for all gene categories (top). A significant one-sided Spearman correlation test (caption) confirmed the trend in Fig 3C as well as for Fig 3D (one-sided Wilcoxon test, bottom)

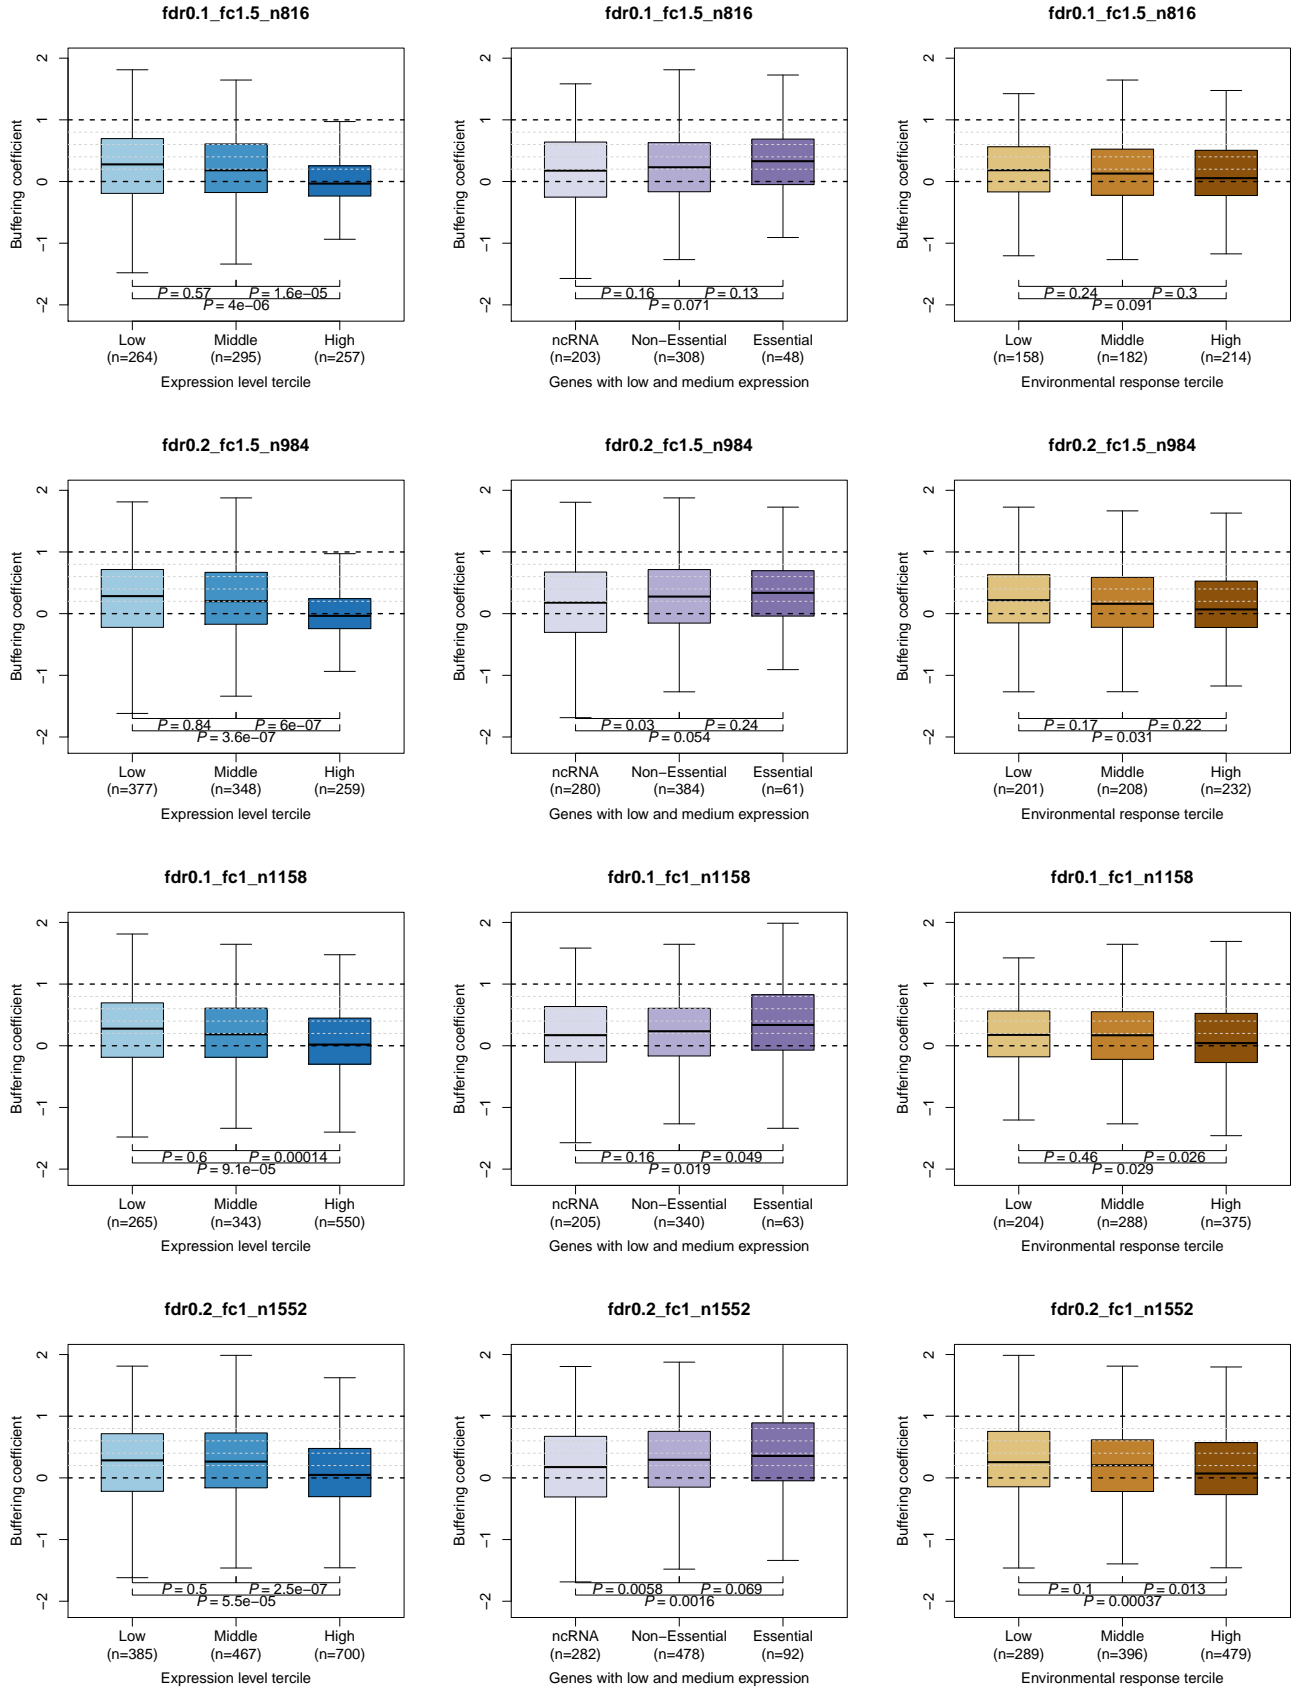

Figure S9: **Evaluation of different thresholds.** The figures 3C, 3D and 4C (left to right) are generated for different sets of cis genes. These cis gene sets vary in the false discovery rate (fdr) and absolute fold change (fc) filter that was applied (title) and therefore also in size (n, increasing top to bottom).

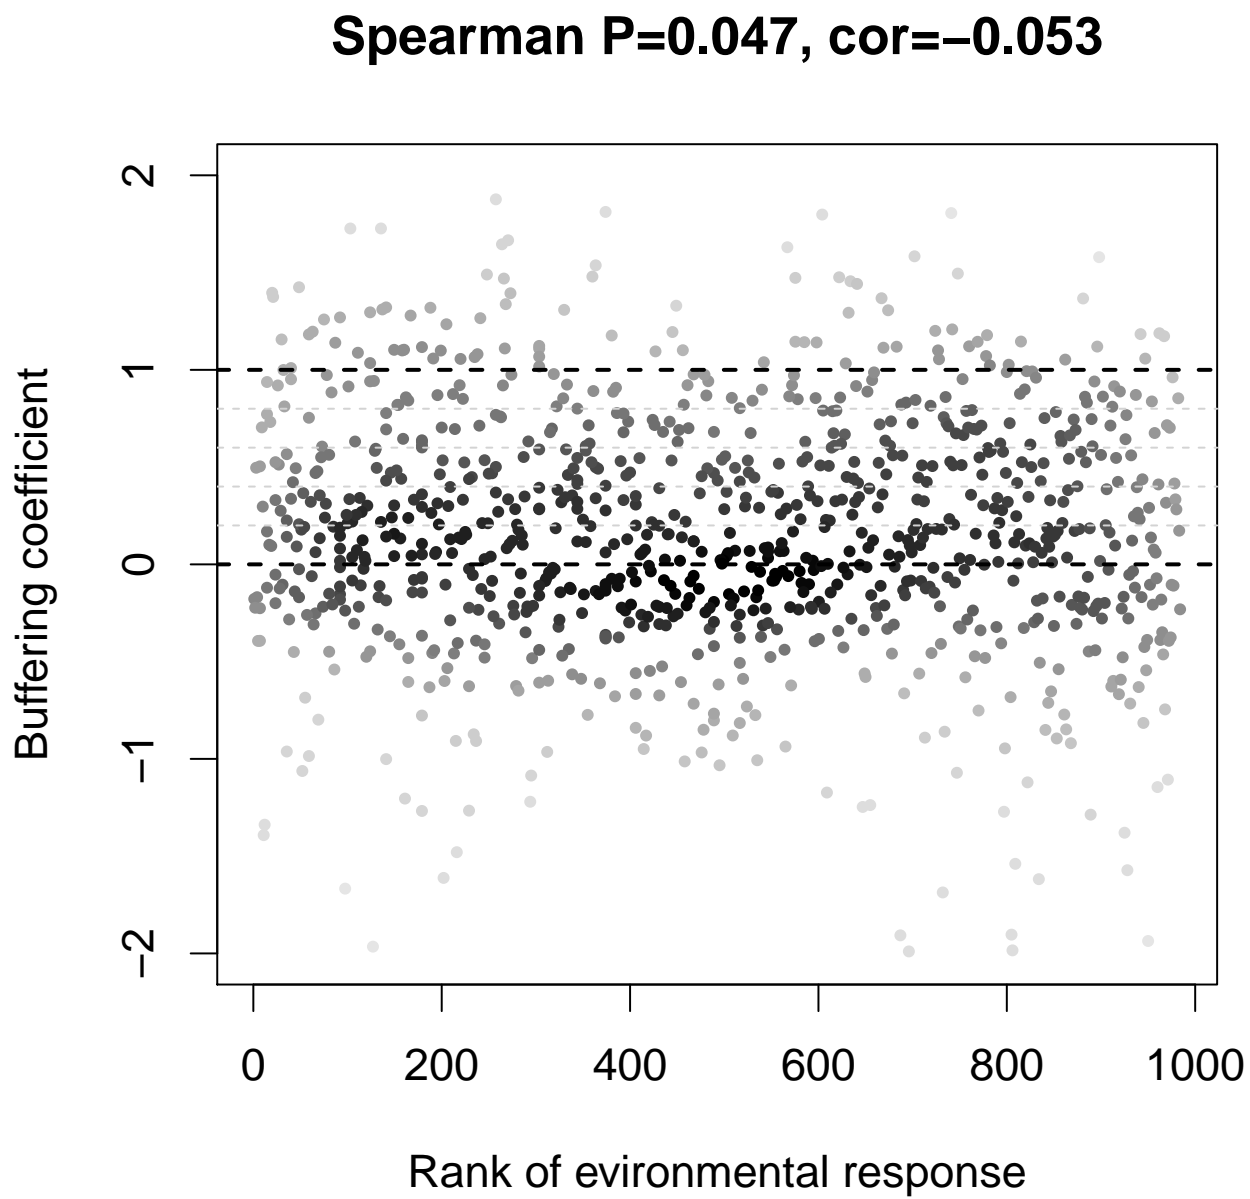

Figure S10: **Detailed figure 4C.** Buffering coefficient compared against the ranks of environmental response (Tirosh *et al*, 2009). A one-sided Spearman correlation test (title) confirmed the trend in Fig 4C.

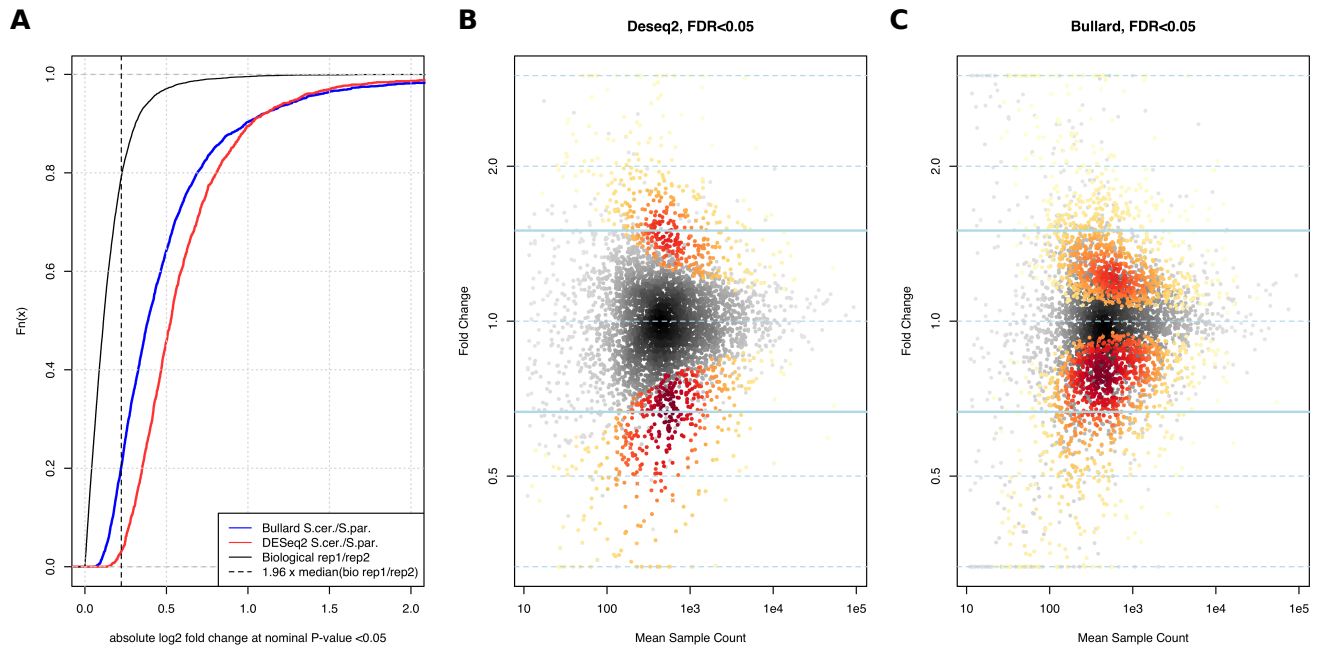

Figure S11: **Comparison of DESeq2-based test for ADE and the test described by Bullard *et al* (2010).** (A) Empirical cumulative distribution of  $\log_2$ -fold change of RNA expression level between the two biological replicates in the *S. cer* x *S. par* hybrid (black), 1.96 times the median standard deviation of  $\log_2$ -expression levels across biological replicates in the same hybrid (vertical dashed line),  $\log_2$ -fold change of allelic expression ratio among genes with a significant allelic differential expression at a nominal  $P$ -value of 0.05 according to the originally used statistical test based on Bullard *et al* (2010) (blue) and according to the approach developed here based on DeSeq2 (red). (B) Same as Supplementary Fig S3C, but the FDR threshold of 0.05 (red) is used instead of 0.2 to match the cutoff used by Artieri and Fraser (2014) based on Bullard test. (C) Same as (B) using the originally used statistical test based on Bullard *et al* (2010).

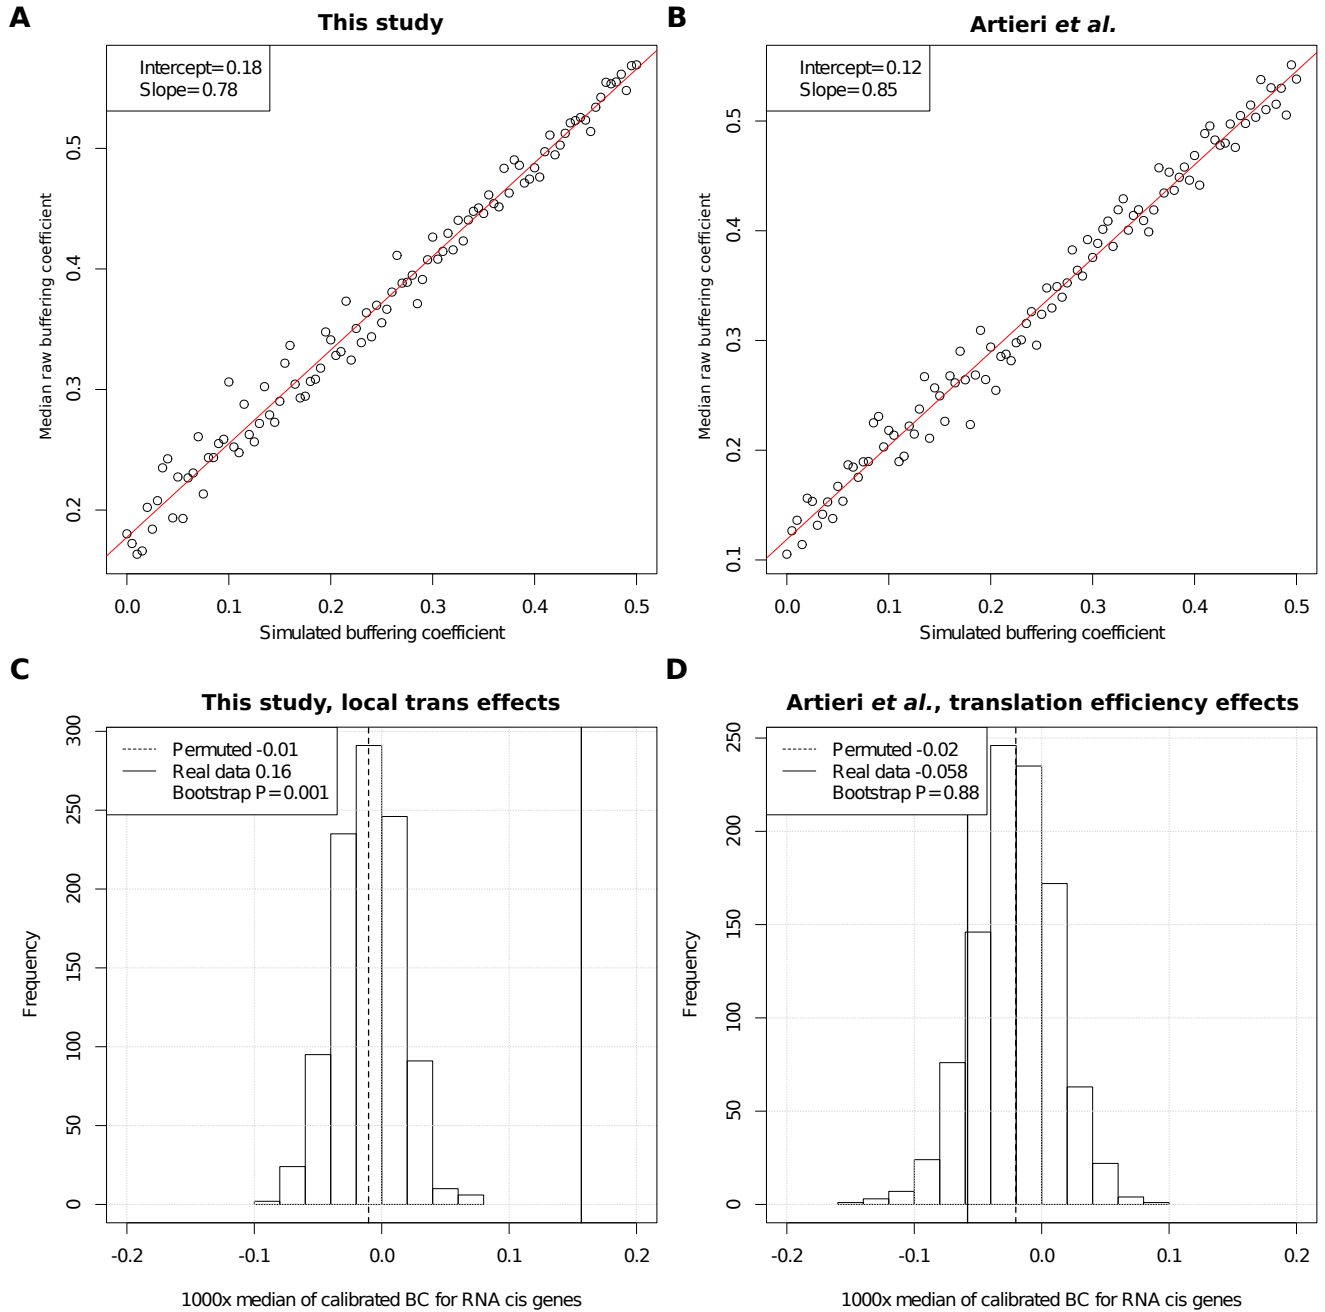

**Figure S12: Calibration of buffering coefficient and testing.** (A) Simulated genome-wide buffering coefficient (x-axis, Methods) versus median observed raw buffering coefficient (y-axis). Linear regression (red line) is used to calibrate observed raw buffering coefficients. (B) Analogous to (A), but for Artieri and Fraser (2014) data (Methods). Here too, a linear model gives a good calibration. (C) Distribution of median buffering coefficient across genes under independence of cis and local trans effects (1,000 permutations and dataset simulations, methods). The distribution is centered at zero (dashed line, median=-0.01) confirming with a distinct simulation scheme the correctness of the calibration. The observed median buffering coefficient (solid black line) is larger than on any dataset simulated under independence assumption (Bootstrap  $P$ -value = 0.001). (D) Analogous to (C), but for Artieri and Fraser (2014) data (Methods). The distribution is centered at zero (dashed line, median=-0.02) confirming with a distinct simulation scheme the correctness of the calibration. However, the observed median buffering coefficient (solid black line) is not significantly large (Bootstrap  $P$ -value = 0.88).

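The calibration was tested on 20 further simulated data sets at each of 2 values of C. At a true C of 0 the calibrated median was -0.027 (SD 0.032, n = 20 draws), and at a true C of 0.2 it was 0.208 (SD 0.028, n = 20 draws). By expression the same line gave 0.460 at low, 0.075 at middle and -0.223 at high expression for a true C of 0 in all terciles.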

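In 100 data sets simulated here with permuted local trans effects, the median calibrated C was -0.009, with a range from -0.087 to 0.078. The median C of the data was reached or exceeded in 7 of them, a one-sided bootstrap p of 0.0792. The simulated data sets had a median of 670 cis genes and 18 local trans genes, with a range of 0 to 55 local trans genes.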

## References

- Albert FW, Muzzey D, Weissman JS, Kruglyak L (2014) Genetic Influences on Translation in Yeast. *PLoS genetics* **10**: e1004692
- Artieri CCG, Fraser HBH (2014) Evolution at two levels of gene expression in yeast. *Genome research* **24**: 411–21
- Bullard JH, Mostovoy Y, Dudoit S, Brem RB (2010) Polygenic and directional regulatory evolution across pathways in *Saccharomyces*. *Proceedings of the National Academy of Sciences of the United States of America* **107**: 5058–63
- Gagneur J, Sinha H, Perocchi F, Bourgon R, Huber W, Steinmetz LM (2009) Genome-wide allele- and strand-specific expression profiling. *Molecular Systems Biology* **5**: 274
- Lundberg LE, Figueiredo ML, Stenberg P, Larsson J (2012) Buffering and proteolysis are induced by segmental monosomy in *Drosophila melanogaster*. *Nucleic acids research* **40**: 5926–37
- McManus CJ, Coolon JD, Duff MO, Eipper-Mains J, Graveley BR, Wittkopp PJ (2010) Regulatory divergence in *Drosophila* revealed by mRNA-seq. *Genome research* **20**: 816–25
- McManus CJ, May GE, Spealman P, Shteyman A, McManus J (2014) Ribosome profiling reveals post-transcriptional buffering of divergent gene expression in yeast. *Genome research* **24**: 422–30
- Ronald J, Brem RB, Whittle J, Kruglyak L (2005) Local regulatory variation in *Saccharomyces cerevisiae*. *PLoS genetics* **1**: e25
- Springer M, Weissman JS, Kirschner MW (2010) A general lack of compensation for gene dosage in yeast. *Molecular Systems Biology* **6**: 368
- Tirosh I, Reikhav S, Levy AA, Barkai N (2009) A yeast hybrid provides insight into the evolution of gene expression regulation. *Science New York NY* **324**: 659–62
- Wykoff DD, Rizvi AH, Raser JM, Margolin B, O'Shea EK (2007) Positive feedback regulates switching of phosphate transporters in *S. cerevisiae*. *Molecular cell* **27**: 1005–13

How the deposited data were processed for this re-analysis (not part of the article)

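RNA from 2 cultures of the diploid hybrid of S96 and SK1 and from 2 pools of haploid spores of the hybrid was compared, with genomic DNA of the same 4 samples. As deposited by the authors, the RNA values are raw counts of strain-specific read pairs per gene, allele and sequencing lane. The authors made these counts by mapping to both genomes with GSNAP and counting with htseq-count, and no normalization was applied. The DNA values are counts of reads per SNP and allele, which the authors took from an earlier study, with positions lifted by them to S288c R64. The files do not say which DNA column holds which allele, and this was settled from the mapping bias towards S288c in the paper's methods and the SK1 frequencies above 0.5 on chromosome III in its Supplementary Fig S2, so the direction of these 2 values is not an independent result.

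Counts of lanes 6, 7 and 8 were summed to 4 libraries with an SK1 and an S96 column each, and 5 summary lines of the count table were left out. No sample was left out. Lengths of the SK1 transcripts are not in the files, so no offset for allele length was used. TMM size factors were computed with edgeR 4.0.16 in R 4.3.3 on the sum of both alleles. DNA frequencies were smoothed with locfit 1.5.9.12 (local linear binomial likelihood, window of 28000 bp, SNPs with at least 10 reads), and the mean mapping bias of the hybrids was subtracted. The degree of the polynomial was set before any test was made, and a local quadratic was added as an alternative. The frequencies of spore pool A were used for both pools and 0.5 for the hybrids.

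Genes needed at least 1 read of each allele and a mean corrected count of at least 10. Transcripts not annotated as coding were taken as non-coding. The factors of Table 1 were fitted with edgeR's quasi-likelihood method, and genes with a Benjamini-Hochberg false discovery rate under 0.2 and a fold above 1.5 were called. The calls were tested on simulated data with 200 genes changed in the cis effect and another 200 in the local trans effect, drawn with edgeR's trended dispersion. The buffering coefficient was computed with a pseudocount of 1 on summed counts and calibrated on counts simulated at 6 values of C between 0 and 0.5 with 4 draws each. Data sets with permuted local trans effects (100 draws) and 20 further draws at each of 2 values of C were used to test it. Groups of genes were compared with Wilcoxon rank-sum tests, adjusted over the 6 comparisons made at each threshold, and shares with two-sided Fisher's exact tests. Intervals of shares are exact binomial intervals and cover counting error only, since reads copied by PCR are not independent molecules. Genes are not independent replicates, and tests across genes do not cover the spread between cultures.

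Single genes were named by a rule set before the data were examined. It took each gene that the paper names, the 5 largest local trans effects among called genes whose pools both deviate from the hybrids in one direction, and in each direction the 3 largest cis effects among cis genes with one direction in all 4 libraries and at least 100 counts on average. HAP1 was not among the tested genes, and not every called gene is reported here. The mating lists used hold 6 genes specific to mating type a, 4 specific to alpha and 8 specific to haploid cells.

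Alternatives were DESeq2 1.42.0 with and without a prior, limma 3.58.1 on log2 allele ratios, size factors per allele column, other count filters, thresholds, pseudocounts, smoothing windows, SNP filters and mapping bias corrections, other sources of allele frequency, other replicate terms, other calibrations, estimates that separate the choice of genes from the ratio, each replicate left out, and chromosome III left out. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Essentiality, promoter annotation, ribosome profiles and growth data were not used here.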

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

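The tests of lane 8 in this part were chosen only after the result was seen, except those on gene length and on copied molecules, and the test of mating type was chosen before.

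Lanes 6, 7 and 8 of a library were deposited separately and the paper does not compare them. Over 5062 genes with a mean count of at least 300, the median chi-square of the allele counts between lanes 6 and 7 was between 0.459 and 0.483, where counting noise gives 0.455. Between lane 8 and lanes 6 and 7 it was at least 13.8 in each of the 4 libraries and reached 25.3 in spore pool A. Counting noise alone is argued against by the 13.8. A bias of the allele ratio that all libraries share in lane 8 is argued against by the correlation of the deviations between libraries across genes, with a median of 0.0809 over 6 pairs of libraries. The deviation of total counts did correlate between libraries, with a median of 0.661, so a bias of lane 8 in total counts is open. Gene length is argued against as its source, because 99.8% of its variance was left after subtracting the mean per length decile. For the allele ratio a candidate explanation is many reads copied from fewer cDNA molecules, separately in lane 8 and in the other lanes. The median chi-square of the third of genes with the most counts was at most 1.46 times that of the third with the fewest, whereas a deviation of fixed size per gene would make it grow with the count. The labels do not say whether lane 8 came from another library preparation, and no biological explanation was tested.

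Total expression was higher in the pools than in the hybrids at 147 genes and higher in the hybrids at 21 genes (edgeR's quasi-likelihood test, Benjamini-Hochberg false discovery rate under 0.05, fold above 2), and the paper does not analyse this difference. At an unadjusted p under 0.05 the numbers were 801 and 985. Genes specific to mating type a were higher in both pools in 6 of 6 cases, with a median log2 ratio of 5.75 (3.29 to 8.37). Genes specific to alpha were higher in both pools in 0 of 4 cases, with a median of -0.12, and those specific to haploid cells in 4 of 4 measured of 8 listed, with a median of 2.36. Over all genes 18.4% were higher in both pools. The values are in line with pools of 1 mating type, for which the paper states a selection. Ploidy and culture differ between the groups in the same way, and their effects on the other genes were not tested.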

How the results depend on the processing

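The alternatives chosen only after the data were seen are the simulation from effects without a prior, the split across lanes, the sets of lanes taken alone, the local quadratic and the narrower class of non-coding transcripts. For the changes below the cause was not tested unless stated.

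Apart from the effects of single genes, 314 values were classed as unchanged, 62 moved, 12 reversed, 9 became weaker and 4 stronger. Differences, odds ratios and coefficients classed as unchanged kept their direction and side of the threshold or moved by less than their spread. Numbers of genes have no direction or spread here, and large changes of them could still be classed as unchanged. At a false discovery rate of 0.1, 578 cis genes were called instead of 775. With DESeq2 and its prior, 1680 were called without the fold filter instead of 1142. Of the effects of named genes 313 kept their direction and side of the threshold or moved by less than their spread, 9 moved, 24 became weaker, 4 stronger and 1 reversed. Some settings could hardly move these effects, so the 313 are not all tests. The cis effect of MEH1 was 8.314 with and without the correction for allele frequency, and leaving out the SNP minimum changed none of the effects.

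With DESeq2 and its prior there were 18 local trans genes, 1 completely buffered gene, 58.9% of cis genes with C above 0, an odds ratio of non-coding against coding cis genes of 1.32, and differences of C of -0.00326 between high and low and -0.0437 between high and middle expression. DESeq2 without a prior gave 56, 16 and an odds ratio of 1.48, and a difference between long and short genes of -0.113, opposite in direction. limma gave 7 local trans genes, 3 completely buffered genes and an odds ratio of 1.29. With SUTs and CUTs alone as non-coding the odds ratio was 0.841. Without a filter on the mean count 7 local trans genes were called, and a minimum of 50 gave an odds ratio of 1.22.

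Without replicate terms there were 342 cis genes, 342 without the fold filter, 2 local trans genes, 1 completely buffered gene, a share of 61.1% with C above 0 and a length difference of -0.0839, opposite in direction. With one term per replicate letter the values were 396, 397, 2, 1 and 58.6%. Hybrids and pools share only a letter, and the replicate differences of hybrids and pools had a correlation across genes of -0.00608 for total counts and 0.00598 for allele ratios.

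With each pool corrected by its own DNA there were 76 cis genes, 76 without the fold filter, 0 local trans genes (116 at an unadjusted p under 0.05), 0 completely buffered genes, a median C of -0.264, 22.4% with C above 0, an odds ratio of 0.514, differences of -0.270 between high and low and 0.0307 between high and middle expression, and of 0.241 between coding and non-coding genes of low and middle expression. The correlation of RNA and allele frequency in spore pool B was then 0.112 before and -0.695 after the correction. No calibration line of their own is at hand for the 76 cis genes of this setting, so the sign of -0.264 and the 22.4% cannot be read. Without any correction 171 local trans genes and 20 completely buffered genes were called. Leaving out chromosome III gave 7 local trans genes, correlations before the correction of 0.224 and 0.232 in spore pools A and B, and 205 genes over 10 points from 50%, since fewer genes were then examined.

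A false discovery rate of 0.1 gave 758 cis genes without the fold filter. Without calibration 79.5% of cis genes had a coefficient above 0, and the simulation from effects without a prior gave 57.8%. With calibration within each tercile or class, high and low differed by -0.0122, high and middle by 0.0296, and coding and non-coding genes by 0.127 at low and middle expression and by 0.0945 overall. With genes chosen on one hybrid and the ratio from the other the expression differences were -0.0346 and -0.0617. With one hybrid as instrument the median coefficient was 0.0904, the expression differences 0.00834 and -0.0732, and the length difference -0.257. The share of genes with C above 0 was 52.5% with genes chosen on one hybrid and the ratio from the other, and was not run with one hybrid as instrument or split across lanes. Split across lanes, the coefficient was 0.0280, high and low differed by 1.62 and high and middle by -0.242. Without the fold filter, lane 8 alone gave 697 cis genes and lanes 6 and 7 alone 725, with 2 completely buffered genes.

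Replicate correlations with alleles taken separately were 0.973 in the hybrids and 0.953 in the pools, with coefficients of variation of 16.4% and 24.0%. At a mean count of at least 100 they were 0.980 and 0.950, with 11.4% and 19.6%.

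Leaving out one replicate leaves 1 library in a group, so no call was remade and these values describe the genes called with all 4 libraries. Of the 775 cis genes, from 680 to 766 kept their direction and fold in the remaining libraries, of the 1142 without the fold filter from 1140 to 1142 kept their direction, and of the 11 local trans genes from 10 to 11 kept both, of which from 4 to 6 were completely buffered. Over the cis genes the median C ranged from 0.0352 to 0.0992, the share above 0 from 51.9 to 55.7%, the odds ratio from 1.01 to 1.13, the difference of high and low expression from -0.654 to -0.455, of high and middle from -0.284 to -0.226, of coding and non-coding genes from -0.148 to -0.00127, and at low and middle expression from -0.110 to 0.0688. The length difference ranged from -0.126 to 0.0350 and the slope of the first principal component from 0.439 without hybrid A to 1.49 without spore pool B. The local trans effect of MFA2 ranged from -5.64 to 0.0932, the latter without hybrid A, where the gene has no hybrid reads left, so that this value is the pool ratio alone and tests nothing. With a median standard error of 0.42 for a local trans effect, the depth and 2 replicates limit calls to effects that are large relative to the error of the gene. A simulated 2-fold local trans effect was called at 36% of the changed genes.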

Differences from the paper's values

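None of the settings in this part was chosen for its nearness to the paper, and the simulation from effects without a prior was chosen only after the values were seen.

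The number of local trans genes was 11 against the paper's 54. With DESeq2 without a prior it was 56, and the other alternatives set before the data were examined did not close the gap. Completely buffered genes were 5 against the paper's 14, and 16 with DESeq2 without a prior and 20 without a correction for allele frequency, the other alternatives leaving the gap. The median buffering coefficient was 0.0379 against the paper's 0.148. With genes chosen on one hybrid and the ratio taken from the other it was 0.106, which closed the gap although data sets simulated without buffering reached 0.142 with that estimate, and the other alternatives set before the data were examined did not. The simulation from effects without a prior, chosen after seeing the values, gave 0.130. The bootstrap p was 0.0792 against the paper's 0.001, and no alternative was run for it.

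Cis genes were 11.6% of non-coding transcripts against the paper's 20%. The share was 18.7% with DESeq2 without a prior, 14.6% with limma and 14.2% at a mean count of at least 50, and the other alternatives did not close the gap. The median coefficient at high expression was -0.178 against the paper's -0.036, and -0.0640 at a false discovery rate of 0.1, -0.0955 without the fold filter, -0.103 without hybrid A and -0.0524 without spore pool B were within the error. Other values within the error of 0.0817 had the opposite sign and were not taken as closing the gap. These were 0.00841 with one term per replicate letter, 0.0395 without replicate terms and 0.0408 with calibration within each tercile. The simulation chosen after seeing the values gave -0.0472. At middle expression it was 0.119 against the paper's 0.202, with 0.177 at a false discovery rate of 0.1, 0.163 without hybrid A and 0.174 without spore pool B, and 0.196 in the simulation chosen after seeing the values. At low expression it was 0.494 against the paper's 0.284, and none of the alternatives set before the data were examined closed the gap.

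The correlation of RNA ratio and allele frequency was compared with values of about 0.24 for spore pool A before the correction, about -0.02 after it, and about -0.05 for spore pool B after it (Supplementary Fig S2, read by eye). The values here were 0.252, -0.0368 and -0.0779. A mapping bias by position gave 0.247 for the first, and a window of 56000 bp gave -0.0227 and -0.0617 for the others. On chromosome III after the correction they were -0.217 in spore pool A against about -0.06 and -0.466 in spore pool B against about -0.32 (Supplementary Fig S2, read by eye). The wider window gave -0.134 for spore pool A, and none closed the gap for spore pool B. On chromosome XII before the correction spore pool A had 0.253 against about 0.21 (Supplementary Fig S2, read by eye), with 0.238 in the wider window and 0.229 with a mapping bias by position. Cis genes of low expression numbered 188 against about 380 in Fig. 3, read by eye, with 358 for DESeq2 without a prior and 254 for limma.

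The paper lists AMN1, OAZ1, AIF1 and YDR333C among genes with local trans regulation, and they were not called here. DESeq2 called AMN1 with its prior (log2 effect -0.75, adjusted p = 0.00103) and without (-1.13, adjusted p = 0.178), both with Benjamini-Hochberg adjustment. AIF1 was called by DESeq2 without a prior (-2.09, adjusted p = 0.0882) and by edgeR without a correction for allele frequency (-2.03, adjusted p = 0.0873). OAZ1 and YDR333C were called under none of the settings run. The paper states a larger replicate variance of the ratio in the pools, whereas the SD of the replicate difference was 1.40 in the pools and 1.59 in the hybrids, with a nearly equal median absolute deviation of 0.611 and 0.622 and 1 pair of replicates each. The paper names HAP1, as a presumption, for an imbalance of allele frequency, and the SK1 frequency there was 52.4% in spore pool A. At low and middle expression the paper ranks coding above non-coding genes in buffering. The difference of medians here was -0.0465. Among the alternatives set before the data were examined it was 0.127 with a calibration within each class, 0.0687 with DESeq2 and its prior and 0.241 with each pool's own DNA. With limma and with DESeq2 without a prior it stayed negative, at -0.1145 and -0.1257.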

Other observations

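The tests chosen only after the result was seen are those of the lanes, of the high expression tercile with each pool alone, of non-coding genes, of the coefficient with each pool's own DNA, of the hybrid reads of mating genes and of chromosome III. The others were chosen before.

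The median buffering coefficient of the cis genes was 0.0379. Its bootstrap 95% interval of -0.0331 to 0.106 includes 0. It was 0.0408 without any correction for allele frequency and 0.0553 without chromosome III. With each pool corrected by its own DNA it was -0.264 over 76 cis genes, but its sign cannot be read there, because no calibration line for those genes is at hand. Error in the correction for allele frequency therefore stays open as the cause of the 0.0379. Regression to the mean arises because the same hybrid ratio chooses a gene and divides its pool ratio. With the choice and the ratio taken from different hybrids the coefficient was 0.106 (bootstrap 95% interval 0.0206 to 0.188). In 20 data sets simulated without buffering that estimate had a mean of 0.0557 and reached 0.142, so regression to the mean and buffering cannot be told apart at this depth. Noise of library preparation stays open too, since a choice on lane 8 of one hybrid with the ratio from lanes 6 and 7 of the other gave 0.0280 with an interval of -0.0997 to 0.131. By expression that estimate was -1.59 (-8.7 to -0.235) at low, 0.266 (0.12 to 0.369) at middle and 0.024 (-0.0863 to 0.119) at high expression. The value over all genes therefore covers terciles of both signs. In the high tercile the estimate with one hybrid as instrument for the other was 0.0714 (0.0384 to 0.106), and 0.0733 (0.00577 to 0.131) with spore pool A alone and 0.0485 (0.00487 to 0.095) with spore pool B alone. In 20 data sets simulated without buffering the estimate from both pools had a mean of -0.0121 (SD 0.0465) and reached 0.0528. In the middle tercile the estimate from both pools was 0.145 (0.0394 to 0.246), where these simulations reached 0.114 (SD 0.0797). Both values lay above all 20 of these draws. With the choice and the ratio from different hybrids, the values were 0.0631 at high and 0.125 at middle expression. Simulations without buffering reached 0.133 and 0.138 with that estimate. Because these estimates differ, regression to the mean and buffering cannot be told apart at high or middle expression either. The intervals cover the spread over genes and not the spread between such data sets, and no simulation was run for a single pool.

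The lower coefficient at high than at low expression is consistent with a regression to the mean that is stronger at low counts than one calibration removes. With the choice and the ratio from different hybrids, high and low expression differed by -0.0346 (bootstrap 95% interval -0.243 to 0.399), and 65 of 100 data sets with permuted local trans effects had a difference as low as observed. Between high and middle expression the explanation stays open. There 57 of the 100 data sets had a difference as low, and the choice and ratio from different hybrids gave -0.0617 (-0.186 to 0.087), but with the hybrids also split across lanes it was -0.242 (-0.389 to -0.0742). These intervals do not cover the spread between data sets. The lower coefficient of non-coding genes after calibration within each class may be chance, since 14 of 100 such data sets, calibrated in the same way, had a difference of coding minus non-coding genes at or above the observed 0.0945.

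Local trans effects of neighbouring genes were weakly correlated across pairs of genes. Reads shared by transcripts that overlap on one strand are argued against as the whole source, because pairs 2 to 5 kb apart that do not overlap had a correlation of 0.0657 (-0.0165 to 0.0391 over 100 shuffles of positions). Closer pairs that do not overlap had 0.0363 within 1 kb and 0.048 at 1 to 2 kb, inside the range of their shuffles, and pairs within 1 kb that overlap on opposite strands had 0.102 (-0.078 to 0.0726 over shuffles), so overlap on opposite strands stays open at the shortest distance. Error in the allele frequency may contribute, as pairs 20 to 50 kb apart still had 0.0287 (-0.00266 to 0.0176 over shuffles). Effects of linked regulators would have a like range and were not tested.

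Hybrid reads of genes specific to mating type a came mostly from 1 allele at several genes, with few reads. Haploid S96 cells in the hybrid cultures are argued against as the whole source, since 1 gene, STE2, of 5 with at least 20 hybrid reads had more S96 than SK1 reads in both hybrids, and AGA2 had more SK1 than S96 reads in both. A small share of haploid cells of mixed genotype stays open. Hybrid expression as a percentage of pool expression ranged from 0.296 to 9.46, a 32-fold range, but its ends are MFA2 and STE6 with few hybrid reads. The source stays open, and a biological one was not tested.

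Annotated transcripts of chromosome XI contained their R64 coding sequence in 29.7% of cases. Whether its reads were counted in displaced regions stays open. The median corrected count of its coding genes was 875.7 per kilobase, rank 8 of 16 chromosomes, a measure that a shift by a part of a gene would hardly change.

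The 3 local trans genes on chromosome III all had lower SK1 ratios in the pools. Over 30 genes of the region from 152698 to 214882, the median corrected log2 ratio of spore pool B minus that of spore pool A was -0.792 (-1.21 to -0.383), and the DNA log2 odds differed by -0.802. This is consistent with an allele frequency of spore pool A that is too high for spore pool B there. Elsewhere the DNA of spore pool B did not follow its RNA. Outside chromosome III the differences between the pools in RNA and DNA had a correlation of 0.0184 across genes (-0.0255 to 0.0518 for rotated positions), which is consistent with noise of its shallow DNA.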
